# The Establishment of Prostate-specific, SKP2 Humanized Mice by CRISPR Knock-in Method Reveals Neoplastic Initiation and Microenvironmental Reprogramming

**DOI:** 10.21203/rs.3.rs-8384571/v1

**Published:** 2026-01-07

**Authors:** Liankun Song, Yurong Song, Vyvyan Nguyen, Shan Xu, Kelly Ho, Altaf Mohammed, Robert H. Shoemaker, Bang H. Hoang, Jianhua Yu, Edward Uchio, Xiaolin Zi

**Keywords:** SKP2, prostate cancer, prostate microenvironment, organoids

## Abstract

Genetic inactivation of SKP2 has been shown to effectively prevent cancer initiation and block tumorigenesis. However, direct in vivo evidence for SKP2 on cancer initiation and prostatic microenvironment is still lacking and a SKP2 humanized mouse model is critical for developing prostate cancer immunoprevention approaches through targeting SKP2. We therefore have established a prostate-specific human *SKP2* knock-in mouse model driven by an endogenous mouse *probasin* promoter. Overexpression of hSKP2 induces PIN and low-grade carcinoma. RNA-sequencing analysis revealed significant gene expression alterations in EMT, extracellular matrix, and interferon signaling. Single cell deconvolution showed an increase of fibroblast population and a decrease of CD8^+^ T cell and B cell populations. Consistently with these results from the SKP2 humanized mouse, SKP2 protein is overexpressed in human prostatic hyperplasia, PIN and prostate adenocarcinoma compared to normal prostate tissues. Overexpression of *SKP2* markedly increased cell migration and invasion and induced the gene expression of EMT and interferon pathways. In addition, paired prostate organoids were derived from SKP2 humanized and wild-type mice for drug screening and validated by known SKP2 inhibitors, Flavokawain A and C1. Both of which selectively decreased viability and altered the morphologies of organoids of h*SKP2* knock-in rather than wild-type mice. Our studies provide a well-characterized prostate-specific h*SKP2* knock-in mouse model and offer new mechanistic insights for understanding the oncogenic role of SKP2 in shaping the prostatic microenvironment during early carcinogenesis.

## Introduction

S-phase kinase associated protein 2 (SKP2) is the rate-limiting component of the Skp, Cullin, and F-box (SCF) containing E3 ubiquitin ligase complex that catalyzes the ubiquitination of proteins for targeted degradation by 26S proteasome [1–3]. SKP2 plays a central role in cell cycle regulation, cellular senescence, and apoptosis by targeting and ubiquitinating cell-cycle and apoptosis regulators, including E2F1, the Forkhead box O (FOXO) family members. SKP2 binds and degrades cyclin-dependent kinase inhibitors such as p27^Kip1^ and p21 for controlling cell cycle entry and G1/S transition and then cell proliferation [1–3].

SKP2 has been shown to function as a proto-oncogene causing the pathogenesis of lymphomas [4]. Overexpression of SKP2 is frequently observed and associated with cancer progression, metastasis, and poor prognosis in a wide variety of cancers including prostate cancer [4, 5]. In clinical studies of prostate cancer, SKP2 has been reported to be a key amplified gene [6]. SKP2 overexpression has been found in 86.4 % (64 of 74 samples) of pre-malignant high grade-prostatic intraepithelial neoplasia (HG-PIN) and in 557 of 622 (89.5%) primary prostate cancer specimens, showing a strong positive association with pre-operative serum prostate specific antigen (PSA) levels, Gleason score, tumor grade, and biochemical failure in men treated by prostatectomy [7–11]. There are numerous studies using a *Skp2* knockout mouse model. These studies demonstrate that *Skp2* deficiency in mouse models abolishes or inhibits spontaneous tumorigenesis that were initiated by inactivation of PTEN, ARF, pRB as well as by overexpression of Her2, through inducing p53-independent cellular senescence or blocking Akt-mediated aerobic glycolysis [12–15]. A very recent study published in Nature by Chen et al. [16] reported that cells with shorter cell cycle durations are more susceptible to oncogenic transformation than those with longer cell cycles and genetic inactivation of Skp2, a key determinant of cell cycle duration, completely block tumorigenesis in mice. These results suggest a previously unrecognized mechanism for developing new cancer preventive or therapeutic strategies through targeting SKP2.

However, compared to large amounts of studies using a *Skp2* knockout mouse model, direct *in vivo* evidence for human SKP2 on tumor initiation and prostatic microenvironment is still lacking. In addition, to develop prostate cancer immunoprevention and immunotherapy approaches by targeting human SKP2 oncogene and its associate pathways, a prostate-specific SKP2 humanized mouse model is critical. We therefore have established a more pathophysiologically relevant prostate carcinogenesis model by knocking-in of human *SKP2* gene into a locus that is regulated by the endogenous *probasin* promoter using the CRISPR/Cas9 method. We have also characterized molecular and cell population alterations in the prostate of human *SKP2* (h*SKP2*-KI) mice. The results demonstrate a profound remodeling of the prostatic microenvironment through h*SKP2* overexpression-induced dysregulation of EMT and interferon pathways. Single cell deconvolution shows an increase of fibroblast population and a decrease of CD8^+^ T cell and B cell populations in the prostates of h*SKP2*-KI mice. Meanwhile, SKP2 overexpressing prostate organoids were developed for convenient and efficient screening of selective SKP2 inhibitors, which were validated by testing Flavokawain A (FKA), a naturally occurring chalcone in the Kava plant that acts as a SKP2 degrader, as we previously reported [17]. Consistent with our previous findings, FKA significantly inhibits growth of SKP2 overexpressing prostatic organoids, while having minimum toxicity on the normal prostate organoids. Our data suggest that the humanized h*SKP2*-KI mouse model and the organoids derived from the model are both valuable tools to study prostate cancer and test prostate cancer prevention and interception agents.

## Materials and Methods

### Establishment of prostate-specific human *SKP2* knock-in mouse model

P2A-Human *SKP2* coding sequence was knocked into the endogenous mouse *probasin* at *exon 1* locus by a CRISPR/Cas9-based approach by the University of California Irvine Transgenic Mouse Facility. After sequencing, heterozygous h*SKP2*-KI females were crossed with wild-type FVB/N male mice to generate male offspring specifically expressing h*SKP2* in all lobes of mouse prostates. Mice were identified with ear tagging and the tail DNA was subjected to polymerase chain reaction (PCR) with the following primers: primer 845 (5’-ATACCTGAAACATGGGATAGGCAC-3’), 846 (5’-TTGCTACTCAGGTCTGGAATCTC-3’) and 847 (5’- ACCAAGTTCCAGAACATTCGTTTC-3’). Prostate lobes of h*SKP2*-KI and wild type (WT) male mice at different ages (4, 9 and 14 months) were dissected, weighed and fixed with 10% neutral buffered formalin for histological and immunohistochemistry analyses or snap frozen for RNA and protein extraction. Prostate-specific expression of human *SKP2* was confirmed by quantitative PCR, Western blotting, and immunohistochemical staining. Histological evaluation of mouse prostatic lesions was performed according to the publication by Dr. Cardiff [18]. Animal care and experiments were carried out according to institutional guidelines and the approved protocol by University of California, Irvine (protocol #: AUP-19–109).

### Quantitative PCR assay

PC3 cell line (RRID:CVCL_0035) was purchased from American Type Culture Collection (ATCC, Manassas, VA) and stably transfected with PcDNA3.1 vector control and SKP2. These cell lines were tested for known species of mycoplasma contamination using a kit from LONZA Inc. (Walkersville, MD) every six months. The cell line used was mycoplasma contamination free. Total RNAs were extracted immediately from the dissected prostate lobes of WT and h*SKP2*-KI mice and human prostate cancer cell lines of PC3/PcDNA3.1 and PC3/SKP2 using RNAStat (Amsbio, Friendswood, TX). The primer sequences were designed using PrimerBank (https://pga.mgh.harvard.edu/primerbank/) and the specificity of the primers was checked using nucleotide BLAST in the NCBI. The primer sequences were listed in supplementary table 1. Primers used for the quantitative PCR were purchased from OriGene (Rockville, MD) or synthesized by Eurofins Genomics (Louisville, KY). Oligo-dT GoScript^™^ Reverse Transcription mix (Promega, Mandison, WI) was used for the synthesis of the first-strand cDNA. The iTaq SYBR green super-mix (BioRad, Hercules, CA) was used in the real-time PCR reaction on CFX Connect Real-Time System (BioRad, Hercules, CA). Relative quantitative fold changes compared to control were calculated using the comparative 2^−ΔΔCt^ method [19]. Mouse *Gapdh* and human *ACTB (*β-ACTIN) gene were used as internal controls.

### Western blot analysis

Prostate tissues from the prostate lobes of WT and h*SKP2*-KI mice were homogenized in radioimmunoprecipitation assay (RIPA) buffer with protease inhibitors, and protein concentrations were determined by Bio-Rad DC protein assay (BioRad, Hercules, CA). Equal amount of total protein was loaded onto denaturing SDS-polyacrylamide gel (8–16%) for electrophoresis and then transferred onto PVDF membranes as described previously [20]. After blocking with 5% non-fat milk, the membranes were probed with antibodies against SKP2 (Abcam Inc, Waltham, MA), p27^Kip1^ (BD Biosciences, Franklin Lakes, NJ), androgen receptor (AR) (Cell Signaling Technology, Beverly, MA), or β-TUBULIN (Santa Cruz Biotechnology, Dallas, TX) overnight at 4°C. The membranes were then incubated with corresponding anti-mouse or anti-rabbit secondary antibodies (Cell Signaling Technology, Beverly, MA) followed by wash and visualization by Prometheus Protein ProSignal^®^ Dura ECL Reagent (Genesee Scientific, El Cajon, CA) on X-ray films.

### Immunohistochemistry (IHC) analysis

Prostate tissues were fixed in 10% neutral buffered formalin, paraffin embedded and sectioned at 5μm thickness. Sections were deparaffinized, hydrated, followed by antigen retrieval with sodium citrate buffer for 20 minutes in a steamer. The sections were then quenched with 3% hydrogen peroxide for 10 min followed by three washes of PBS and blocked with 3% normal goat serum for one hour. Afterwards, the slides were incubated with primary antibodies against Ki67 and SKP2 (Cell Signaling Technology, Danvers, MA) and p27^Kip1^ (BD Biosciences, Franklin Lakes, NJ) and with horseradish peroxidase (HRP) labeled secondary antibody. Sections were visualized with 3, 3-diaminobenzidine (DAB) using the Cell and Tissue Staining kit (R&D Systems, Minneapolis, MN) and imaged under Keyence BZ-X710 microscope (Itasca, IL). The images are quantified in Image J by counting the total number of positively stained cells at 12 arbitrarily selected fields at ×40 magnification in a double-blind manner. Images from 3 mice per group were used for statistical analysis. In addition, human prostate tissue microarrays (TMA) were purchased from Tissue Array LLC (TissueArray.com, Derwood, MD) with different pathology including hyperplasia, PIN, adenocarcinoma, and normal prostate tissues. SKP2 IHC was performed using a Leica Bond RX autostainer (Leica Biosystems, Deer Park, IL). Antigen retrieval was performed using EDTA for 20 minutes at 100°C on the Bond autostainer. Slides were removed from the autostainer for primary SKP2 antibody (Cell Signaling # 2652; 1:100 dilution) incubation overnight at 4°C. Slides were reloaded on the Bond autostainer. Antibody detection was then accomplished using the Bond Polymer Refine Detection kit (Leica Biosystems #DS9800) with the post-primary reagent removed from Leica’s default staining protocol. Slides were scanned, then analyzed and quantified using HALO software.

### RNA sequencing and analysis

Ventral lobes of prostates from h*SKP2*-KI (n=4) and WT mice (n=4) at 12 months old age were freshly dissected and immediately homogenized in RNAStat (Amsbio, Friendswood, TX). The integrities of total RNA were analyzed by Agilent 2100 with the RNA integrity numbers ranging from 8 to 10. mRNA was purified using poly-T oligo-attached magnetic beads and after fragmentation, the first strand cDNA was synthesized using random hexamer primers followed by the second strand cDNA synthesis. The library was ready after end repair, A-tailing, adapter ligation, size selection, amplification, and purification. Libraries were then checked with Qubit and real-time PCR for quantification and bioanalyzer for size distribution, then they were pooled and sequenced on Illumina Platform PE150 (20 million paired-end reads) by Novogene Corporation Inc (Sacramento, CA). The raw paired-end reads were trimmed and quality checked in CLC Genomic Benchwork (Qiagen, Hilden, Germany), followed by mapping to the mouse genome. Normalized counts were used to analyze the gene expression patterns. The raw and normalized data files are deposited in Gene Expression Omnibus (GEO) with series entry number GSE295398. Differently expressed genes (DEGs) in h*SKP2*-KI mouse prostate samples were identified compared to WT mouse prostate samples with the false discovery rate (FDR) <= 0.05. Gene ontology (GO) and hallmark pathways were analyzed using Gene Set Enrichment Analysis software (GSEA) from the Broad Institute. Enriched pathways were treated as significant with FDR <= 0.05.

### Migration and invasion assay

Falcon^®^ HTS 24-well Multiwell system (Cat# 351185, Corning, AZ) and Corning^®^ BioCoat^™^ Matrigel^®^ Invasion Chamber (Cat#354480, Corning, AZ) were used for migration assay and invasion assay, respectively, as described previously [21]. After cell starvation for 24 hours, 30,000 PC3/pcDNA3.1 and PC3/SKP2 cells were seeded onto the upper insert in 500μl RPMI1640 medium without serum, and 750 μl RPMI 1640 with 10% FBS was added to the bottom well as chemoattractant or RPMI 1640 without serum as control well. After 72 hours, non-migrating or non-invading cells were removed from the upper surface of the membrane by moistened cotton swab scrubbing followed by cell fixation with cold methanol and staining with hematoxylin. Images from 5 different areas of each insert were acquired and cell numbers of 3 replicate inserts from each cell line were used for statistical analysis.

### Culture of prostate organoids and evaluation of SKP2 inhibitors’ anti-tumor effects

We have followed the protocol that was published by Hans Clevers’ group [22]. Fresh prostate tissues from *SKP2*-KI and WT male mice were minced into small pieces and digested in 5 mg/ml Collagenase II (Life Technologies, Carlsbad, CA) solution containing 10μM Y-27632 (AbMole BioScience, Houston, TX) for 2 hours at 37°C with shaking. After washing with adDMEM/F12+/+/+ medium containing penicillin/streptomycin, 10mM HEPES, and 1X GlutaMAX (Life Technologies, Carlsbad, CA), the pellets were further digested in TrypLE solution (Life Technologies, Carlsbad, CA) containing 10μM Y-27632 for approximately 15 minutes at 37°C with pipetting every 5 minutes, followed by washing and centrifugation. 20,000 digested cells were resuspended in cold Matrigel and plated 20μl/well into prewarmed 48 well plates. The plates were then upside down in the 37°C incubator for 15 min to allow the Matrigel to solidify. 300μl-500μl pre-warmed mouse prostate culture medium plus 10μM Y-27632 was added into each well. Culture medium was refreshed every 2–3 days. TrypLE solution supplemented with Y27632 was used for passaging the organoid culture. WT and h*SKP2*-KI prostate organoids were fixed with 4% paraformaldehyde, embedded in HistoGel (Thermo Scientific, MA) and sectioned for H&E staining for histological evaluation and for IHC analysis of AR, SKP2 and p27^Kip1^ expression.

To evaluate the effects of known SKP2 inhibitors FKA and C1 on the growth of prostate organoids, hSKP*2*-KI prostate organoids and WT prostate organoids were plated into 96 well plates and then treated with vehicle control (0.5% DMSO) or FKA or C1 inhibitor at indicated concentrations in triplicate. The morphology of the organoids was imaged before the treatments and at different time-points after the treatments under Keyence fluorescence microscopy. The size of each organoid was analyzed by Image J software. In addition, the viability of the organoids was determined by measuring fluorescence intensities from the conversion of a cell-permeant nonfluorescent Calcein AM dye (CalAM, Thermo Scientific, MA) into a green fluorescent Calcein (ex/em 495 nm/515 nm) in living cells. The fluorescence images were obtained at different treatment times under Keyence fluorescence microscopy and analyzed by Image J. Fluorescence intensity and size of each organoid acquired at different time points were compared to its intensity and size at day 0 to obtain the relative changes over time (n=15 for WT or KI prostate organoids).

### Cell deconvolution of bulk RNA-seq data

Mouse prostate single cell signature was obtained from the study by Joseph DB et al [23]. The mouse prostate single cell annotation was downloaded from GUDMAP database at https://doi.org/10.25548/17-DRBC, The rds file was processed in R software and mouse prostate single cell genes and cells annotation matrix were extracted as the signature file used in CIBERSORTx (https://cibersortx.stanford.edu/). Bulk RNA-seq data from WT and h*SKP2*-KI mouse prostates were used as a mixture input according to the CIBERSORTx tutorial. S-mode batch correction was applied and estimation of cell fractions from bulk tissue transcriptomes was generated on CIBERSORTx as described in published paper [24].

### Statistical analysis.

Student’s t-test, one-Way ANOVA followed by the Bonferroni t-test for multiple comparisons and log-rank testing for survival analysis were carried out using GraphPad Prism 9.0 to calculate statistical significance. Data are expressed as mean ± standard deviation (SD). All statistical measures were two-sided, and *p*-values <0.05 were statistically significant.

## Results

### Establishment of prostate specific human *SKP2*-KI mouse lines by a CRISPR/Cas9 method

The P2A-h*SKP2* coding sequence was introduced into the guide RNA generated DNA break by a CRISPR/Cas9 method in the endogenous mouse *probasin* at exon 1 locus (Fig. 1A) for expression of h*SKP2* under control of the mouse *probasin* promoter. Probasin-h*SKP2*-KI mouse lines were screened using specific PCR of genomic DNA extracted from mouse tail biopsy and confirmed the correct sequencing of the genomic insert by the Sanger sequencing. Nineteen of 43 (44.2%) KI founder mice were genotyped positive. Three probasin-h*SKP2*-KI mouse lines (L9929, L10055 and L10092) show 5, 7-to-35-fold overexpression of h*SKP2* in the prostate compared to that in the prostate of wild-type mice (Fig.1B). Western blotting analysis using human specific anti-SKP2 antibody (Abcam #ab68455) reveals that human SKP2 protein is expressed in the microdissected prostate lobes (anterior, dorsal, lateral, and ventral lobes) of three probasin-hSKP2-KI mouse lines but not in the prostate of wild-type mice (Fig. 1C). The expression level of hSKP2 protein is lower in the anterior lobe compared to other prostate lobes (Fig. 1C). Consistently, p27^Kip1^ protein, a putative substrate of SKP2 is down-regulated in the prostate of probasin-h*SKP2*-KI line L10092 (Fig. 1D). There is no detectable hSKP2 protein in other organs of the L10092 line, including testis, kidney, spleen, and liver (Fig. 1E). These results indicate that SKP2 overexpression is prostate-specific in the probasin-h*SKP2*-KI lines.

### SKP2 overexpression induces hyperplasia, mPIN and low-grade carcinoma associated with increased SKP2 expression and cell proliferation and decreased expression of p27^Kip1^.

Histological evaluation shows that H&E-stained prostate lobes (anterior, dorsal, lateral, and ventral lobes) of probasin-h*SKP2*-KI mice at different ages (4, 9, and 14 months of age) exhibit different grades and proportions of marked enlargement and variation in the duct size, thicker and disoriented epithelial layers, primitive cribriform patterns, filled duct lumens, vacuolated cytoplasm, prominent round to oval nuclei with one or more nucleoli, and multiple mitotic figures, while similar lesions were not found in the prostate of wild type mice at the same ages (Figs. 2A & B). At 4 months of age, 63.3 % (7 out of 11) of probasin-h*SKP2*-KI mice were observed with hyperplasia and low-grade mPIN; 50% (6/12), 42% (5/12), and 8% (1/12) of probasin-h*SKP2*-KI mice with low-grade PIN, high-grade PIN, and hyperplasia, respectively, at 9 months of age; 6.7% (1/15), 80% (12/15) and 13.3% (2/15) of probasin-h*SKP2*-KI mice with low grade PIN, high grade PIN and low-grade carcinoma at 14 months of age, respectively (Fig. 2C). The mean prostate weights of probasin-h*SKP2*-KI mice were significantly increased compared to those of wild-type mice (P < 0.05) at 14 months of age (Fig. 2D).

IHC analysis reveals that strong SKP2 positive staining was mainly observed at the sites of prostatic lesions (i.e. hyperplasia, PINs and low-grade carcinoma), accompanied by decreased staining intensities of p27^Kip1^ in probasin-h*SKP2*-KI mice compared to those from wild-type mice (Fig. 3A). In addition, cell proliferation was significantly enhanced in the prostates of probasin-h*SKP2*-KI mice as indicated by increased Ki67 positive staining cells by approximately 26 folds compared to those from wild-type mice (P < 0.01) (Figs 3B & D), while there was no significant difference in AR expression in the prostates between probasin-h*SKP2*-KI mice and wild-type mice (Figs. 3C & E).

### Gene expression profiling reveals differentially expressed genes and significant enrichment of EMT and interferon pathways in SKP2 overexpressing mouse prostates

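RNA from the ventral prostate lobes of 4 hSKP2-KI and 4 WT mice, all 12 months old, was sequenced with one library per mouse. The authors deposited TPM values for all genes of their annotation, which are listed by symbol and Entrez gene identifier. TPM divides the reads on each gene by transcript length and scales every library to the same total of 1000000. The number of reads behind each value is therefore unknown, and no interval from read counts can be given. For the values reported here, genes with a TPM of at least 1 in at least 4 of the 8 samples were kept, which left 13080 genes. The levels of these genes on the log2(TPM + 1) scale were compared between genotypes with limma, and p-values were adjusted by the Benjamini-Hochberg method. The added 1 makes the fold changes of genes with low TPM smaller than the ratio of their TPM. The paper's text does not name the genome build, so genes are given without positions. Human SKP2 is not among the listed genes. Mouse Skp2 (Entrez 27401) had a TPM of 48.1 ± 10.1 (SD, n = 4) in hSKP2-KI prostates and 1.75 ± 0.528 (SD, n = 4) in WT prostates, a log2 fold change of 4.16 (standard error 0.17, adjusted p = 5.09e-07). How reads from the human coding sequence were assigned is not stated, so the human and mouse transcripts cannot be separated in this value. Pbsn (Entrez 54192), the probasin gene that received the knock-in, had a TPM of 115 ± 39.6 (SD, n = 4) in hSKP2-KI prostates and 5984 ± 2447 (SD, n = 4) in WT prostates, a log2 fold change of -5.66 (standard error 0.27, adjusted p = 8.72e-07).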

We performed bulk RNA sequencing to determine the effect of SKP2 overexpression on global gene expression alterations in the prostate of probasin-h*SKP2*-KI mice and wild-type mice. A total of 1,753 differentially expressed genes (DEGs) were identified with a false discovery rate (FDR) *p*-value < 0.05. Among them, 678 genes demonstrated more than a two-fold change in expression, including 498 genes being up-regulated and 180 genes downregulated (Figs. 4A & B). 

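Among the 13080 genes tested, 4433 had an adjusted p under 0.05, of which 4272 were higher and 161 lower in hSKP2-KI prostates. The share of TPM taken by a few abundant secretory genes also differed. Sbp, Spink1 and Sbpl together held 43.1% ± 2.48 (SD, n = 4) of the TPM in WT prostates and 32.9% ± 1.01 (SD, n = 4) in hSKP2-KI prostates, with no overlap between genotypes (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Because TPM has a fixed total, a fall in these genes raises the TPM of all others. The median log2 fold change of the tested genes was 0.23 in place of 0. After median-ratio scaling, which sets this median near 0 (-0.01), 1461 genes had an adjusted p under 0.05, with 905 higher and 556 lower. Quantile normalization gave 1325 genes, with 720 higher and 605 lower. Leaving out the 20 most abundant genes before rescaling gave 1321 genes, with 887 higher and 434 lower. In all, 798 genes were called with the same direction in the TPM as deposited and under these 3 scalings, 642 of them higher and 156 lower. In simulated data the 3 most abundant genes were lowered 2-fold and 200 other genes changed 2-fold, with noise drawn for each gene separately. Of the unchanged genes, 41.3% were called from TPM and 0.0466% after median-ratio scaling. The simulated median log2 fold change was 0.265, above the 0.23 of the data. These percentages therefore show the kind of effect and are not the rates of false calls in the data. The hSKP2-KI and WT samples did not overlap for 4585 genes, 35.1% of those tested, with the TPM as deposited, to which the general shift contributes. After median-ratio scaling they did not overlap for 2513 genes (19.2%), 1348 of them higher and 1165 lower, where chance gives 2.86%.

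**Figure D1:**
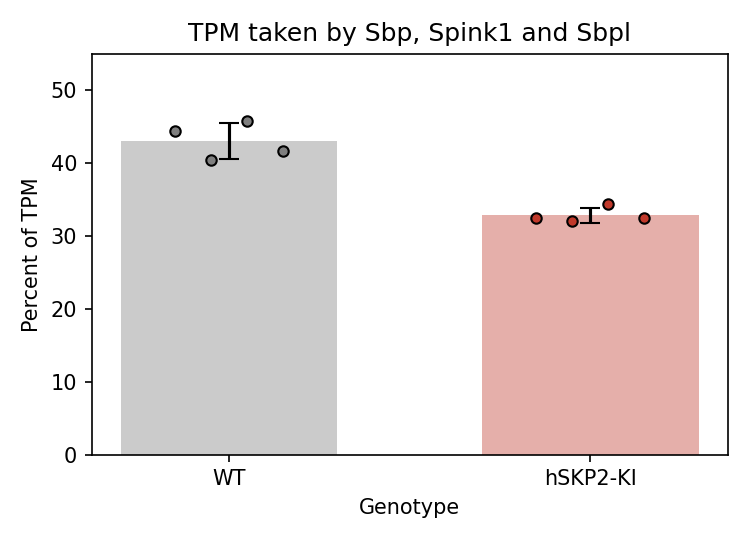
Share of TPM (percent, vertical axis) taken by Sbp, Spink1 and Sbpl in each mouse, by genotype. Bars show the mean, error bars the SD and points the 4 mice per genotype. The WT mice lie between 40.4% and 45.8% and the hSKP2-KI mice between 32.1% and 34.3%.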

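A change of more than 2-fold was found for 322 of the 4433 genes, 292 of them higher and 30 lower in hSKP2-KI prostates. With 0.1 in place of 1 added to TPM, 652 genes changed more than 2-fold, with 610 higher and 42 lower. Median-ratio scaling gave 168 genes, with 123 higher and 45 lower, and quantile normalization 149 genes, with 99 higher and 50 lower. The 10 genes with the largest rise, among those with no overlap between genotypes, were Eno1b, Skp2, Gm5615, Pnliprp1, Lrrc31, Fmod, Fcgbp, 9530053A07Rik, Muc19 and Ptgdr, with log2 fold changes from 4.93 for Eno1b to 2.41 for Ptgdr. The rise of Eno1b (Entrez 433182) came with a fall of its paralog Eno1, and the log2 difference of their summed TPM was 0.068 (two-sided exact permutation test, p = 0.629). The 10 genes with the largest fall were Gm42035, Pbsn, Gm29779, Slc6a2, 1810062G17Rik, Lrrc52, Dlx5, Adh6a, Defb28 and Clu, with log2 fold changes from -10.70 for Gm42035 to -2.17 for Clu. Gm42035 (Entrez 105246811) had a TPM of 1.86 ± 3.10 (SD, n = 4) in hSKP2-KI prostates and 3429 ± 883 (SD, n = 4) in WT prostates.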

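Fcgbp (Entrez 215384) had a TPM of 29.0 ± 6.26 (SD, n = 4) in hSKP2-KI prostates and 4.06 ± 0.473 (SD, n = 4) in WT prostates, a log2 fold change of 2.55 (standard error 0.15, adjusted p = 4.07e-06). Krt4 (Entrez 16682) rose from 33.9 ± 8.49 to 184 ± 54.4 TPM (SD, n = 4 each), with a log2 fold change of 2.38 (standard error 0.22, adjusted p = 0.000162). Lrrc31 (Entrez 320352) rose from 0.318 ± 0.0686 to 7.77 ± 0.898 TPM, with a log2 fold change of 2.73 that the low WT level holds down. Slc6a2 (Entrez 20538) had a TPM of 2.05 ± 0.324 in hSKP2-KI prostates against 30.3 ± 8.52 in WT prostates, a log2 fold change of -3.31 (standard error 0.20, adjusted p = 4.87e-06). Mme, Egf, Adh6a and Clu were lower by -2.08, -1.98, -2.38 and -2.17 on the log2 scale. None of these 8 genes overlapped between genotypes. Ly6d and Ly6a had log2 fold changes of 1.99 and 1.19, also without overlap. Ly6k had a log2 fold change of 2.16 (adjusted p = 0.0111), and its TPM in hSKP2-KI replicate 3, 3.06, lay below the highest WT value of 3.77. Sim2 had a log2 fold change of -1.33 (adjusted p = 0.0239), with the value in hSKP2-KI replicate 4, 3.90, above the lowest WT value of 2.65. Mmp12 (Entrez 17381) did not pass the filter on low values. Its TPM was 52.4 in hSKP2-KI replicate 2, from 0.157 to 3.07 in the other hSKP2-KI samples and from 0.206 to 0.358 in the WT samples (two-sided exact permutation test on log2(TPM + 1), p = 0.143). The other 12 of the 13 genes had an adjusted p under 0.05, and all 12 did when adjusted over the list alone. The study chose the list on these samples, so the count over the list alone is not independent evidence. After median-ratio scaling, 6 of them were higher and 6 lower, as in the TPM as deposited.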

The top DEGs include *Fcgbp, Krt4, Slc6a2, Mme, Egf, Adh6a, Clu, Lrrc31, Sim2, Mmp12, Ly6k, Ly6d, Ly6a, etc*. 

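Of the androgen responsive genes, Ccnd1 (Entrez 12443) was higher, with a log2 fold change of 0.95 (standard error 0.17, adjusted p = 0.00365). Tmprss2 and Bmpr1b were lower, with log2 fold changes of -0.44 (adjusted p = 0.0169) and -0.55 (adjusted p = 0.00558). Insig1 had a log2 fold change of -0.29 (adjusted p = 0.209). Relative to the median log2 fold change of all tested genes, Insig1 fell by 0.53. After median-ratio scaling its adjusted p was 0.0463, and under the other scalings it stayed above 0.05. Of the genes related to G2M, Slc7a1 and Cul4a had log2 fold changes of -0.27 (adjusted p = 0.0988) and -0.03 (adjusted p = 0.83), against -0.53 (adjusted p = 0.0114) and -0.29 (adjusted p = 0.0265) after median-ratio scaling. Of the genes related to apoptosis, Bcl2 (Entrez 12043) was higher, at 7.76 ± 1.09 TPM (SD, n = 4) against 3.49 ± 0.474 (SD, n = 4), a log2 fold change of 0.96 (standard error 0.12, adjusted p = 0.000967). Sc5d was lower, with a log2 fold change of -0.37 (adjusted p = 0.0213).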

Androgen responsive genes (*Ccnd1, Hmgcr, Tmprss2, Insig1, Dhcr24*, and *Bmpr1b*), G2M related genes (*Slc7a1, Egf*, and *Cul4a*) and apoptosis related genes (*Clu*, *Bcl2*, and *Sc5d*) are also on the top list of DEGs. The Gene Ontology (GO) gene set enrichment analysis (GSEA) highlights the activation of extracellular matrix components, leukocytes migration, and mesenchymal cell proliferation pathways in SKP2 overexpressing mouse prostates (Fig. 4C). In addition, GSEA of hallmark genes revealed that EMT, interferon alpha and gamma, angiogenesis, and inflammatory response pathways pathway are significantly enriched in SKP2 overexpressing mouse prostates (Fig. 4D).

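The Gene Ontology sets were not analysed here, and Reactome gene sets were tested in their place with limma's camera, which compares the genes of a set with all other tested genes. Of 646 sets holding 15 to 500 tested genes, 24 had an adjusted p under 0.05, with 19 moved up and 5 moved down. The mean log2 fold change of the 182 genes in Extracellular matrix organization was 0.29 above the median of all tested genes (adjusted p = 0.0023). Elastic fibre formation, with 35 genes, stood 0.39 above it (adjusted p = 0.00491), and Smooth Muscle Contraction, with 23 genes, 0.31 above it (adjusted p = 0.000287). Cholesterol biosynthesis, with 23 genes, had the smallest p, with a mean at -0.31 from the median (adjusted p = 3.43e-08), and was not called under fry. Chemokine receptors bind chemokines, the set nearest to leukocyte migration among those named in advance, had an adjusted p of 0.879. Of the 24 sets, 17 kept their call and direction after median-ratio scaling. Under fry, which asks whether a set moved at all and so follows the general rise in TPM, 19 of the 24 kept call and direction. With the correlation between genes estimated from the data in place of the preset 0.01, 0 of the 646 sets passed, and 2 had an unadjusted p under 0.05. Among the 35 ways to split the 8 samples into 4 and 4, 25 gave at least 24 sets.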

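The hallmark sets were not analysed here. The genes of Fig. 5B and Fig. 5E were tested as sets in their place, and these were picked by the study on the same samples. The 15 EMT genes of Fig. 5B had a mean log2 fold change of 1.23, which is 1.00 above the median of all tested genes (camera with a preset correlation, p = 1.4e-10 from limma's test over genes). The 12 tested interferon gamma genes of Fig. 5E had a mean log2 fold change of 0.76, which is 0.53 above the median (p = 1.57e-05 from the same test over genes, not an exact test over mice). In an exact enumeration of the 35 splits of the 8 samples, only the split by genotype gave means as large, for either list. Under fry the p-values were 0.000194 and 0.000288. With the correlation estimated from the data they were 0.058 and 0.0824, so neither call held under that choice. Lists of interferon genes written before the TPM values were seen moved less. The type I interferon stimulated genes differed by 0.41 in mean log2(TPM + 1) (two-sided exact permutation test, p = 0.0857), with 3 of the 4 hSKP2-KI samples above all WT samples. The interferon gamma induced genes differed by 0.29 (exact permutation test, p = 0.0571), again with 3 of 4 above. After median-ratio scaling the differences were 0.23 and 0.13. The Reactome set Interferon gamma signaling, with 64 genes, stood 0.14 above the median of all genes (camera, adjusted p = 0.267). Interferon alpha/beta signaling held fewer than 15 tested genes and was not tested.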

The list of enriched gene expression alterations in EMT and interferon pathways is shown as enrichment profiles and heatmaps in Figs. 5A, B, D and E. The increased gene expression levels of selected EMT pathway genes, including *Fmod*, *Thy1*, *Wnt5a*, and *Vim*, and interferon gamma pathway genes, such as *Tnfaip2*, *Cd38*, *Pfkp*, *Il15*, *Lats2* were verified by quantitative PCR method (Figs. 5C & F and supplementary Fig. 1).

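All 15 EMT genes were higher in hSKP2-KI prostates with an adjusted p under 0.05, and all 15 were when adjusted over the list alone. Their log2 fold changes ran from 0.77 for Wnt5a to 2.69 for Fmod, with no overlap between genotypes for any of them. All 15 kept their call after median-ratio scaling and 14 did after quantile normalization. Of the 15 interferon gamma genes, 12 passed the filter on low values. All 12 were higher with an adjusted p under 0.05, from 0.50 for Herc6 to 0.93 for Cd38 on the log2 scale, and 8 kept the call after median-ratio scaling. P2ry14, Usp18 and Upp1 were below the filter, with a mean TPM in hSKP2-KI prostates of 0.545, 2.00 and 1.23. The genes selected for quantitative PCR were all higher in the RNA-seq data. Fmod (Entrez 14264) had a TPM of 54.5 ± 8.30 (SD, n = 4) in hSKP2-KI prostates and 9.85 ± 9.69 (SD, n = 4) in WT prostates, where WT replicate 4 stood at 24.3 and the others at 3.63 to 6.28. Thy1 rose from 9.56 ± 0.543 to 25.0 ± 4.00 TPM, with a log2 fold change of 1.29 (adjusted p = 0.000135). Vim rose from 98.9 ± 13.5 to 197 ± 77.3 TPM, a log2 fold change of 0.92 (adjusted p = 0.00925) that became 0.65 (adjusted p = 0.0643) after median-ratio scaling. Tnfaip2, Cd38, Pfkp, Il15 and Lats2 had log2 fold changes of 0.90, 0.93, 0.72, 0.68 and 0.71. After median-ratio scaling, Il15 had a log2 fold change of 0.45 (adjusted p = 0.0708), and the other 4 of these genes kept an adjusted p under 0.05.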

### Cell deconvolution analysis reveals an increase in fibroblasts and a decrease in infiltrating T and B cells in SKP2-overexpressing mouse prostates

Given the profound alterations in gene expression of EMT, extracellular matrix and interferon pathways in SKP2 overexpressing mouse prostates, we have deconvoluted the probasin-h*SKP2*-KI and WT bulk RNA-seq data using the R package CIBERSORTx. The cell deconvolution analysis revealed significant differences in the proportional compositions of various immune and stromal cell types in the prostate of the h*SKP2*-KI versus WT mice (Fig. 6A). 

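The signature matrix used for the deconvolution was not used here, so cell fractions were not recomputed. Lists of marker genes for 28 cell types and programs, written before the TPM values were seen, were averaged on the log2(TPM + 1) scale in each mouse. Such an average follows the RNA of a cell type and is not a proportion of cells. In 7 of the 28 lists every hSKP2-KI sample was above every WT sample, where chance gives 0.4 lists, and in 5 of these 7 the same held after median-ratio scaling. With 4 mice per genotype the smallest exact p is 0.0286, and after adjustment over 28 lists no list had an adjusted p under 0.05, since at least 17 lists would have to reach the smallest p.

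**Figure D2:**
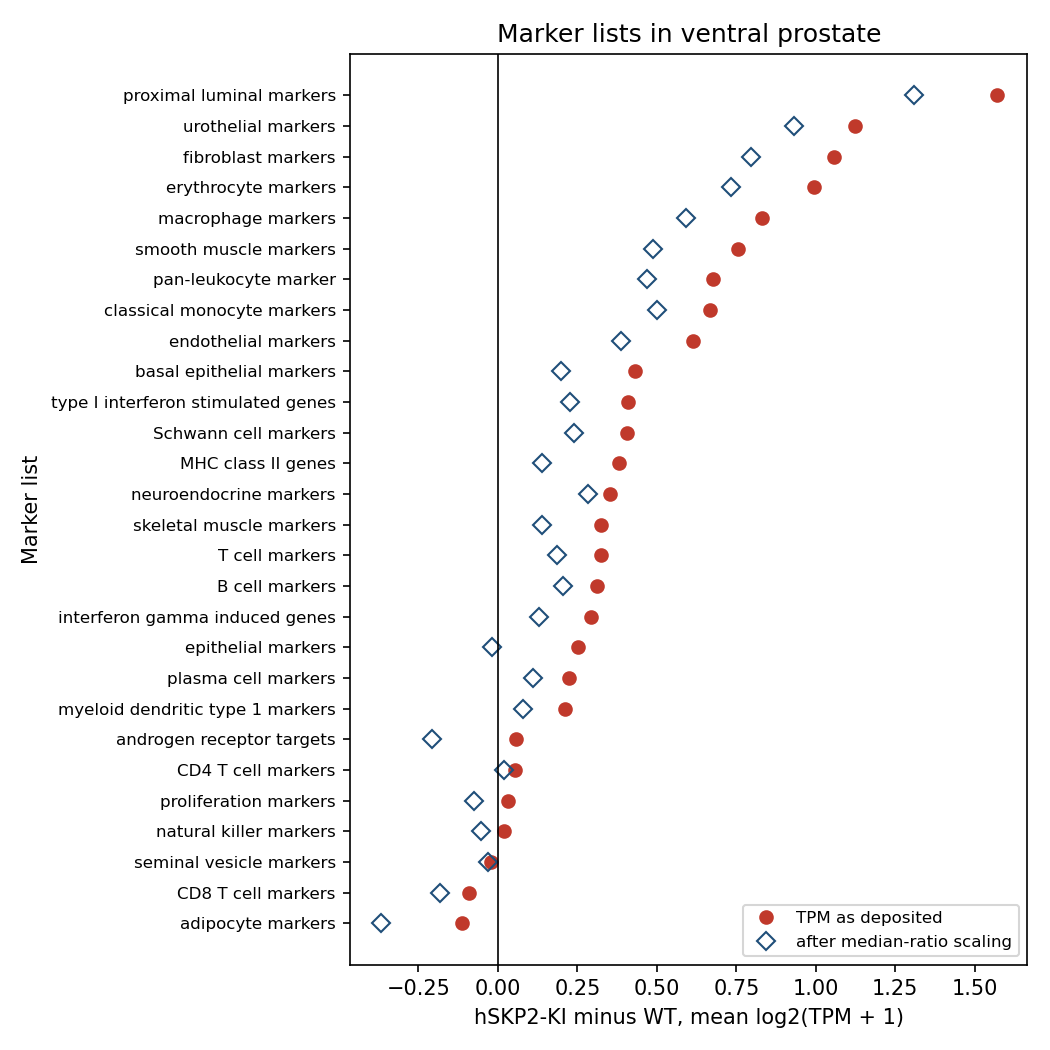
Difference between hSKP2-KI and WT prostates (horizontal axis, mean log2(TPM + 1) of the listed genes, n = 4 mice per genotype) for the 28 marker lists on the vertical axis. Circles show TPM as deposited and diamonds the values after median-ratio scaling, which lie lower for every list. The proximal luminal markers lie farthest to the right, at 1.57 and 1.31.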

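The mean log2(TPM + 1) of 10 fibroblast marker genes was 5.97 ± 0.43 (SD, n = 4) in hSKP2-KI prostates and 4.92 ± 0.24 (SD, n = 4) in WT prostates. The difference of 1.06 had the smallest p possible with 4 mice against 4 (two-sided exact permutation test, p = 0.0286, adjusted p = 0.114 over 28 lists), with 4 of 4 hSKP2-KI samples above all WT samples. It was 0.80 after median-ratio scaling. The difference was 1.01 when the 4 genes that are also in a list of the paper were left out, a check chosen after seeing the data. With each mouse left out in turn it ran from 0.85 to 1.17. Smooth muscle and endothelial markers were also higher without overlap, by 0.76 and 0.61, and by 0.49 and 0.39 after median-ratio scaling. Epithelial markers differed by 0.25, and by -0.02 after median-ratio scaling. Fibroblast markers rose more than epithelial markers, by 0.81 on the log2 scale, in a comparison within each sample that does not depend on scaling (exact permutation test, p = 0.0286).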

The h*SKP2*-KI mice exhibit a significantly higher proportion of fibroblasts in the prostate compared to that of WT mice (P = 0.0122, Student’s t test) (Fig. 6B). 

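Among lymphoid cells, T cell markers had a mean log2(TPM + 1) of 1.24 ± 0.06 (SD, n = 4) in hSKP2-KI prostates and 0.92 ± 0.21 (SD, n = 4) in WT prostates, a difference of 0.32 (two-sided exact permutation test, p = 0.0857). CD4 T cell, plasma cell and natural killer markers differed by 0.05, 0.22 and 0.02, with exact permutation p-values of 0.457, 0.171 and 0.886. In the plasma cell list Igha, Ighm and Igkc were listed at 0 in all samples, which holds its difference down. Derl3 was the highest gene of that list, at 165 TPM in hSKP2-KI and 107 TPM in WT prostates. The value is therefore a weak measure of plasma cells. Among myeloid cells, macrophage markers were 4.48 ± 0.46 against 3.65 ± 0.44, a difference of 0.83 (exact permutation test, p = 0.0571), with 3 of 4 hSKP2-KI samples above all WT samples. After median-ratio scaling the differences were 0.19 for T cell and 0.59 for macrophage markers. Ptprc, a marker of all leukocytes, differed by 0.68 (exact permutation test, p = 0.114). Relative to Ptprc, a measure chosen after seeing the data, T cell markers differed by -0.35 and macrophage markers by 0.16, with exact permutation p-values of 0.286 and 0.171. T cell markers lie lower than Ptprc and are held down more by the added 1, so their value does not show a lower share. With a pseudocount of 0.1, Ptprc, T cell and macrophage markers differed by 0.87, 0.61 and 0.89.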

A reduction in lymphoid lineage cells and an expansion of myeloid lineage cells have also been observed in the prostate of h*SKP2*-KI mice compared to that of WT mice. 

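The CD8 T cell genes Cd8a and Cd8b1 were near the lower end of the measured range, with no sample above 1.16 TPM and 1.16 reached in WT replicate 1. Their mean log2(TPM + 1) was 0.47 ± 0.23 (SD, n = 4) in hSKP2-KI prostates and 0.56 ± 0.36 (SD, n = 4) in WT prostates, and the difference of -0.09 was not larger than the variation among mice (two-sided exact permutation test, p = 0.686). With each mouse left out in turn it ran from -0.21 (without WT replicate 2) to 0.06 (without WT replicate 1). It was -0.18 after median-ratio scaling, -0.26 after quantile normalization and -0.24 without the 20 most abundant genes. The exact permutation p-values of these were 0.514, 0.429 and 0.514. B cell markers were 1.11 ± 0.43 in hSKP2-KI prostates and 0.80 ± 0.73 in WT prostates, a difference of 0.31 (exact permutation test, p = 0.457). WT replicate 3 had 9.71 TPM of Cd79a, against 0.57 to 1.71 in the other WT samples, and without it the difference was 0.67. With each mouse left out in turn, the B cell difference ran from 0.15 (without WT replicate 1) to 0.67. Myeloid dendritic type 1 markers were 1.5 ± 0.12 against 1.29 ± 0.14, a difference of 0.21 (exact permutation test, p = 0.0571) and of 0.08 after median-ratio scaling. Relative to Ptprc the differences were -0.77, -0.36 and -0.47 for CD8 T cell, B cell and myeloid dendritic type 1 markers, with exact permutation p-values of 0.143, 0.257 and 0.143. These lists lie lower than Ptprc, where the added 1 holds changes down more. A list that rose in proportion to Ptprc could still come out below 0, so these values do not show a lower share. With a pseudocount of 0.1 Ptprc differed by 0.87, and the 3 lists by -0.23, 0.74 and 0.41.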

Notably, h*SKP2*-KI mouse prostate glands demonstrate a significantly lower proportion of CD8^+^ T cells, B cells, and myeloid dendritic type I cells compared to WT mouse prostate glands (Ps = 0.0435 to 0.0012, Student’s t test). 

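Classical monocyte markers had a mean log2(TPM + 1) of 2.26 ± 0.36 (SD, n = 4) in hSKP2-KI prostates and 1.59 ± 0.24 (SD, n = 4) in WT prostates, a difference of 0.67 (two-sided exact permutation test, p = 0.0571) with 3 of 4 hSKP2-KI samples above all WT samples. The difference was 0.50 after median-ratio scaling and -0.01 relative to Ptprc. With a pseudocount of 0.1 it was 1.14, against 0.87 for Ptprc. The 5 genes did not move together. Chil3 was listed at 0 in all WT samples and in hSKP2-KI replicate 1 and at 4.24 and 5.40 TPM in hSKP2-KI replicates 3 and 4, while Ly6c2 ranged from 1.15 to 1.66 TPM in hSKP2-KI prostates and from 0.27 to 3.32 in WT prostates. Proliferation markers differed by 0.03 (exact permutation test, p = 0.714), and Mki67 had a TPM of 0.646 ± 0.157 (SD, n = 4) in hSKP2-KI prostates and 0.683 ± 0.256 (SD, n = 4) in WT prostates. In whole tissue, these genes cannot be assigned to monocytes. Mki67 did not pass the filter on low values. The paper reports more Ki67 stained cells in hSKP2-KI prostates, which is a count of cells by protein. RNA of whole tissue this near the lower end of the range does not decide on that count.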

Proliferating classical monocytes that have the potential to differentiate to tumor-associated macrophages, which suppress T cell function, [25] were found to infiltrate into the prostate of h*SKP2*-KI mice more than that of WT mice (P = 0.008, Student’s t test).

We have further evaluated the extracellular (*i.e*. collagen) components of h*SKP2*-KI and WT mouse prostates using Masson’s Trichrome staining and expression of collagen related genes. 

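Each of 13 collagen genes, Col14a1, Col4a2, Col1a1, Col5a1, Col5a2, Col12a1, Col6a2, Col1a2, Col3a1, Col6a1, Col16a1, Col8a1 and Col4a1, was higher in hSKP2-KI prostates with an adjusted p under 0.05, and all 13 were when adjusted over the list alone. The list was chosen by the study on these samples, so this is not independent evidence. The log2 fold changes ran from 0.59 for Col6a1 to 1.01 for Col14a1, with a mean of 0.80. In 12 of the 13 the genotypes did not overlap, Col8a1 being the exception. Col1a1 (Entrez 12842) had a TPM of 71.5 ± 39.1 (SD, n = 4) in hSKP2-KI prostates and 34.2 ± 4.27 (SD, n = 4) in WT prostates, a log2 fold change of 0.92 (standard error 0.27, adjusted p = 0.0268). Its value in hSKP2-KI replicate 2 was 129 TPM, and the other hSKP2-KI samples lay between 45.0 and 65.6. Col3a1 (Entrez 12825) had a TPM of 126 ± 50.3 (SD, n = 4) against 65.0 ± 9.61 (SD, n = 4), a log2 fold change of 0.87 (standard error 0.23, adjusted p = 0.0162). The direction was kept under all 3 scalings and the call was not. After median-ratio scaling the 13 log2 fold changes had a mean of 0.55 and ran from 0.33 to 0.78. Only Col14a1 then had an adjusted p under 0.05 over all genes tested (0.0414), while 13 did when adjusted over the list alone. After quantile normalization 0 of the 13 genes had an adjusted p under 0.05, and 13 had an unadjusted p under 0.05. Without WT replicate 1, 6 of the 13 had an adjusted p under 0.05.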

Figures 6C and 6D show a markedly enhanced collagen staining and upregulation of numerous collagen related genes in the prostate of h*SKP2*-KI mice versus WT mice. Taken together, these results suggest that SKP2 overexpress induces the remodeling of ECM and creates an immune suppressive prostatic microenvironment to support tumor initiation and development.

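Among the Reactome sets on the matrix, Collagen formation, ECM proteoglycans and Integrin cell surface interactions had mean log2 fold changes 0.24, 0.28 and 0.28 above the median of all tested genes. Their adjusted p-values were 0.159, 0.169 and 0.0841 with the TPM as deposited, 0.00275, 0.000992 and 7.78e-05 after median-ratio scaling, and each 0.9999 when the correlation between genes was estimated. Without hSKP2-KI replicate 2 the means lay 0.14, 0.18 and 0.18 above the median, and without hSKP2-KI replicate 1 they lay 0.31, 0.36 and 0.35 above it. The paper reasons from the rise in EMT, extracellular matrix and interferon genes, the fibroblast and immune cell proportions and the collagen staining and genes, and proposes from these an effect of SKP2 on the matrix and on the immune environment of the prostate.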

### SKP2 is sparsely overexpressed in human prostate hyperplasia, PIN and prostate adenocarcinoma compared to prostate normal tissues; Higher levels of SKP2 mRNA in prostate tumor tissues are associated with poorer survival of prostate cancer patients.

Next, we examined the expression status of SKP2 on TMAs of prostate tissues with different pathology including hyperplasia, tumor adjacent tissue, PIN, adenocarcinoma, and normal prostate tissues. SKP2 is sparsely overexpressed in hyperplasia, tumor adjacent tissues, PIN and adenocarcinoma with average percentage of positive SKP2 staining cells per core of 0.34%, 0.46%, 1.16%, and 2.43%, respectively, compared to that of normal prostate tissues (0.12%) (Fig. 7A & B) (Ps < 0.05). 10% (1/10) of prostate normal tissue cores, 68.6% (33/49) of hyperplasia, 60% (3/5) of tumor adjacent tissues, 97.6% (41/42) of PIN, and 81% (113/138) prostate adenocarcinoma tissue cores were positive for SKP2 (Table 1). There is no significant difference in SKP2 expression among prostate adenocarcinoma tissue cores with different Gleason scores (Fig. 7C). The vast majority of positive SKP2 staining are localized in nucleus and a few cores of prostate adenocarcinoma exhibit cytoplasmic staining (Fig. 7A). The staining patterns of SKP2 in different prostate pathology in humans are consistent with the results from the probasin-*SKP2*-KI mice (Figure 3A). Our results suggest SKP2 overexpression is an early event in prostate carcinogenesis.

In addition, we explored the cBioport dataset for the frequencies of *SKP2* genetic alterations (i.e. amplification, deep deletion, and mutation) in cancers. We observed that amplification of *SKP2* frequently occurs in various cancers, including sarcoma, urothelial or bladder cancer, lung cancer, gastric cancer, metastatic prostate cancer, and prostate adenocarcinoma with a range from about 12% to 6% (Fig. 7D). Analysis of RNA expression levels with available survival data in the SU2C/PCF Dream Team, PNAS 2019 study shows that higher levels of mRNA levels in prostate tumor tissues are significantly associated with poorer survival of prostate cancer patients (P < 0.05, Log-rank test) (Fig 7E). These results suggest that *SKP2* overexpression is an unfavorable prognostic factor associated with disease aggressiveness.

### SKP2 overexpression promotes cell migration and invasion, and regulates the expression of EMT, and genes related to interferon signaling.

To further evaluate the association of SKP2 overexpression with aggressiveness of prostate cancer, we have performed cell migration and invasion experiments, as well as quantitative PCR analysis of the expression of EMT and interferon pathways related genes using a prostate cancer cell line PC3 with or without SKP2 overexpression. Figure 8A shows that SKP2 overexpression increases cell migration and invasion of PC3 cells by 1.8 and 4.5 folds, respectively, compared to PC3 cells expression vector control pcDNA3.1 (Ps < 0.01, Student’s t test). In addition, SKP2 overexpression in PC3 cells increases the expression of EMT and interferon gamma pathway related genes as described above in the h*SKP2*-KI mouse model, including *FMOD*, *THY1*, *TNFAIP*, *IL15*, *PFKP, USP18*, and *LATS2* (Fig. 8B). Taken together, data from the h*SKP2*-KI mouse model, human prostate cancer clinical data and in vitro human prostate cancer cell culture studies are consistent, at least in part, to support the critical role of SKP2 overexpression promote aggressiveness of prostate cancer by regulating the EMT and interferon pathways. Our data suggest that the humanized mouse model recapitulates human prostate cancer.

### Generation and characterization of prostate organoids derived from h*SKP2*-KI mice for testing SKP2-targeting agents

Since in vivo studies of SKP2 targeting agents using mouse models are often time consuming and cost-prohibitive, we therefore established cultures of prostate organoids from the prostate of both h*SKP2*-KI and WT mice to facilitate screening of selective SKP2 targeting agents. H & E staining and histological analysis shows that the morphology of prostate organoids from WT mice is characterized by a branched, acinar-like structure and mimics the in vivo the epithelial architecture of mouse prostate tissue, while prostate organoids from h*SKP2*-KI mice display a morphology of a distorted acinar-like structure with multiple layers of cells and filled lumens (Fig. 9A). Prostate organoids from h*SKP2*-KI mice also show strong expression of SKP2 accompanied by negative staining of p27^Kip1^, whereas prostate organoids from WT mice exhibit the opposite expression status of SKP2 and p27^Kip1^. AR expression is also positive in prostate organoids derived from both *SKP2*-KI and WT mice (Fig. 9A).

We have previously reported that FKA acts as a SKP2 degrader for selectively inhibiting the growth of prostate cancer PC3 cells overexpressing SKP2 [17]. In addition, SKP2 inhibitor C1 has been shown to specifically target the interaction between SKP2 and p27^Kip1^, preventing the binding and subsequent ubiquitination and degradation of p27^Kip1^ [26]. To validate our organoid model, we therefore tested the selectivity of these known SKP2 inhibitors on the growth of SKP2 overexpressing prostate organoids versus normal prostate organoids to establish a “proof of concept” tool for future screening with more SKP2 inhibitors. Figures 9 B & C show that control-treated h*SKP2*-KI organoids continuously increase their sizes until day 4 after seeding, whereas FKA- and C1-treated h*SKP2*-KI organoids exhibit a significantly slower growth in size (Ps <0.05). However, C1-treated h*SKP2*-KI organoids recovered from their growth inhibition on day 8, whereas the mean sized of FKA treated h*SKP2*-KI organoids continued to decrease (Figures 9 D&E). This result suggests that h*SKP2*-KI organoids could potentially develop resistance to C1. In addition, both C1 and FKA exhibit no significant growth inhibitory effects on wild-type prostate organoids. FKA at 12.5 μM completely reduced cell viabilities of hSKP*2*-KI organoids 3 days after the treatment but had no effect on the growth of wild-type organoids (Supplementary Figure. 3). FKA exhibited excellent selectivity to the growth of hSKP*2*-KI organoids over wild-type organoids.

## Discussion

Our analysis of publicly available datasets shows that *SKP2* gene is frequently amplified in multiple cancers, including sarcoma, urothelial cancer, and prostate cancer, and that higher *SKP2* mRNA levels in prostate tumor tissues are associated with poorer overall survival of prostate cancer patients. IHC analysis reveals that SKP2 is sparsely overexpressed in prostate hyperplasia, tumor adjacent tissues, PIN and prostate adenocarcinoma compared to normal prostate tissues. The densities of SKP2 positive cells progressively increase from normal prostate tissues to prostate hyperplasia, tumor adjacent tissues, PIN and prostate adenocarcinoma. Also, the percentages of prostate hyperplasia, tumor adjacent tissues, PIN and prostate adenocarcinoma tissues that have SKP2 positive cells ranging from 68.6% to 97.6% are much higher than normal prostate tissues (10%). In multiple studies, genetic inactivation of SKP2 can prevent tumor initiation and block tumorigenesis [14–16]. SKP2 affects the maintenance and expansion of stem cell pools and regulates pluripotency [27], which may explain its role in cancer initiation. We have also shown that genetic and pharmacological depletion of SKP2 reduces tumor-initiating properties and cancer stemness [28, 29]. Taken together, these results strongly support that SKP2 plays a key role in cancer initiation and can serve as an important target for cancer chemoprevention.

In addition, SKP2 interacts with pRB, PTEN, AR, and H-RAS in prostate cancer [4, 15, 30, 31]. Allelic loss or reduced expression of RB occurs in 25% to 50% of human prostate cancer [32–34], and PTEN deletion and/or mutations were detected in 30% of primary prostate cancer and 63% of metastatic prostate cancer [35, 36]. Genetic depletion or pharmacologic inhibition of SKP2 can block the pRB deficient tumorigenesis by inducing apoptosis or suppress cancer progression by triggering p53-independent senescence in prostates of *Arf*^−/−^ mice and PTEN deficient mice [2, 12, 14, 15, 37]. All evidence suggests that SKP2 functions as a key oncogene during prostate carcinogenesis and progression. SKP2 is also associated with the acquired drug resistance like paclitaxel resistance in prostate cancer [38, 39]. The acquired chemoresistance will eventually lead to treatment failure of castration-resistant prostate cancer [37, 38]. Since Skp2-knockout mice are viable and fertile [40], SKP2 may serve as an “Achilles’ heel” type of drug target to effectively prevent or treat pRB, p53 and/or PTEN deficient prostate cancer potentially with less toxicity. Therefore, there is an unmet need to develop a h*SKP2*-KI mouse model for further understanding the oncogenic functions of SKP2 in prostate carcinogenesis and to provide a novel tool for developing novel SKP2 inhibitors.

Previous prostate-specific transgenic mouse studies, such as TRAMP and Hi-Myc models, have used random integration of rat *Pbsn* mini promoter driven oncogenes into mouse genome, which requires considerable time, effort, and funds to screen many independent lines with a lower positive rate. In this study, we have developed the novel CRISPR/Cas9-based approach to knock-in a h*SKP2* coding sequence into mouse *Pbsn* locus, such that hSKP2 expresses from the modified *Pbsn* locus. To the best of our knowledge, we are the first to use endogenous *Pbsn* to drive an oncogene expression specifically in the prostate of mice. Because *Pbsn* gene is X-linked, a solution to maintain transgenic line is to crossbreed of heterozygous females with wild type males. Since the CRISPR/Cas9 approach more accurately targets of hSKP2 to endogenous mouse *Pbsn* locus, the time and effort for screening of founder animals is significantly reduced compared to random insertion approaches. Indeed, our approach results in a significantly high rate (about 44.2%) of positive transgenic lines of h*SKP2*-KI and is more efficient compared to traditional transgenic approaches. In addition, endogenous mouse *Pbsn* promoter driven hSKP2 overexpression would be more physiopathologically relevant and provide more reproducible phenotypes and molecular signatures compared to traditional random insertion approaches into an unknown locus(s). In our study, hSKP2 is specifically overexpressed in all lobes of mouse prostate, but not in other organs, such as testis, kidney, spleen, and liver. SKP2 overexpression in mouse prostates induces atypical cell proliferation, leading to a progressive development of spontaneous prostatic lesions including hyperplasia, mPIN, and low-grade prostatic adenocarcinoma over 14 months of age. Compared to the ARR2PB (the rat *probasin*) promoter driven hSKP2 transgenic mice [41], our probasin-h*SKP2*-KI mice similarly develop hyperplasia, low grade PIN, high grade PIN and low-grade carcinoma, but exhibit enlarged prostate glands and low-grade carcinoma in a slower fashion at the advanced age of 14 months. The downregulation of p27^Kip1^, a key substrate of SKP2 was also observed to be restricted in the hyperplastic and dysplastic regions, accompanied by SKP2 overexpression and a marked increase in Ki67 positively staining cells.

The previously unreported discovery in this study stems from the RNAseq analysis, which have identified the top enrich pathways, including EMT, collagen fibril organization, interferon α/γ pathways, in prostate tissues from the h*SKP2* KI vs. wild-type mice. Deconvolution of bulk RNA seq data into single cell distribution shows a significant increase in fibroblast population and proliferative classic monocytes and a decrease in CD8^+^ T cells, B cells, and myeloid dendritic type I cells in the prostate of the h*SKP2* KI mouse. Ruan et al. [42] reported that SKP2 stabilized the TWIST1 protein, a master regulator of EMT, through a non-degradative ubiquitination to promote EMT and acquisition of cancer stem cell properties. We also show that SKP2 overexpression in prostate cancer PC3 cells increases the protein levels of TWIST1 and the expression of EMT related genes, including *FMOD, THY1, NFIL3* and *IRF2*, leading to a marked increase in migration and invasion. You et al. reported that TWIST1 regulated the basal expression levels of interferon regulatory factor 9 (IRF9) and interacted with IRF9 to promote IRF9 binding to the IFN-stimulated response element [43]. Other studies also showed that SKP2 interacts with IFN-I receptor 2, T-box expressed in T cells, and SH2-containing protein tyrosine phosphatase-2 to regulate IFN-a/γ abundance [44, 45]. This emerging evidence clearly has pointed to a central role of SKP2 in regulating IFN-a/γ in the tumor microenvironment through multiple mechanisms. Therefore, Targeting SKP2 in both cancer cells and tumor microenvironment would be an excellent strategy in prostate cancer prevention and treatment.

To facilitate the efficient screening of novel selective SKP2 inhibitors, we have further developed paired prostate organoid cultures from both the h*SKP2*-KI and wild-type mice. While both the C1 inhibitor and the SKP2 degrader FKA selectively inhibit the growth of SKP2 overexpressing prostate organoids over normal prostate organoids at the early stage of the treatments, the SKP2 inhibitor C1 that targets SKP2/Cks1 interaction lost its activity against the growth of SKP2 overexpressing prostate organoids after 8 days of its treatments. However, FKA by degrading SKP2 protein continuously inhibits the growth of the SKP2 overexpressing prostate organoids over time. Currently, there are no effective or suitable SKP2 inhibitors for clinical trials yet. Our organoid cultures would provide a novel tool to screen and test new more potent SKP2 inhibitors for pre-clinical and clinical studies, and to understand potential mechanisms of resistance to SKP2 inhibitors with different targeting mechanisms.

In summary, the prostate-specific overexpression of h*SKP2* in mice initiates spontaneous tumorigenesis in a time-dependent manner and leads to a significant remodeling of the prostatic microenvironment through inducing EMT, increasing fibroblast population and enhancing extracellular matrix accumulation. These changes are in parallel with dysregulated IFN a/γ and anti-tumor immunity signaling, enabling the evasion of immune surveillance to facilitate the process of prostate carcinogenesis. Our prostate-specific SKP2 humanized mouse model offers a valuable platform for investigating mechanisms of immune evasion and tumor microenvironment reprogramming during prostate carcinogenesis, exploring the combined effects of oncogenes and tumor suppressors, and evaluating potential agents targeting human SKP2 for prostate cancer prevention, interception and therapy.

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- SupplementaryFiguresupdate.pdf

## Figures and Tables

**Figure 1.**
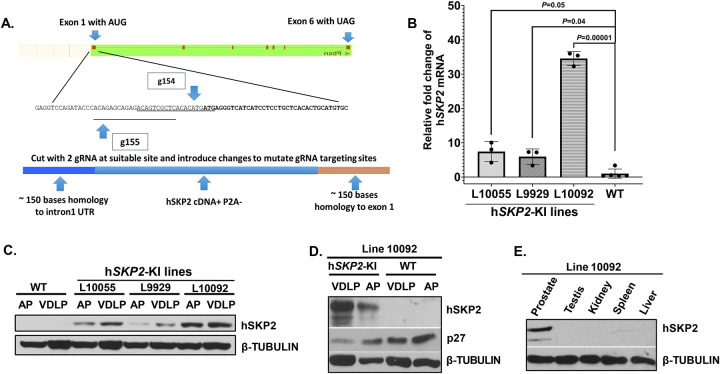
Establishment and characterization of prostate-specific SKP2 humanized mice. **A.** The Scheme of h*Skp2* KI allele. The P2A-h*SKP2* sequence was introduced into the gRNA generated DNA break in mouse *probasin* locus, which is specifically expressed in the prostates of a mouse. **B.** Mice were genotyped, sequenced and three founder lines (L10055, L10092, and L9929) of h*SKP2* KI mice were obtained. The mRNA expression levels of h*SKP2* in the prostate of WT (wild-type) *v.s*. h*SKP2*-KI mice were determined by the real-time PCR method. N=5 for WT mice and n=3 for each KI line. **C.** SKP2 protein expression levels in ventral, dorsal, and lateral (VDLP) and anterior (AP) prostate lobes of WT and h*SKP2* KI mice were examined by Western blotting analysis. **D**. The protein expression of p27^Kip1^ in prostate lobes of WT and h*SKP2*-KI mice. **E.** Expression levels of hSKP2 protein were compared among the prostate, testis, kidney, spleen and liver of h*SKP2* KI mice. Mice were 3–4 months old with n=3 for each tissue examined.

**Figure 2.**
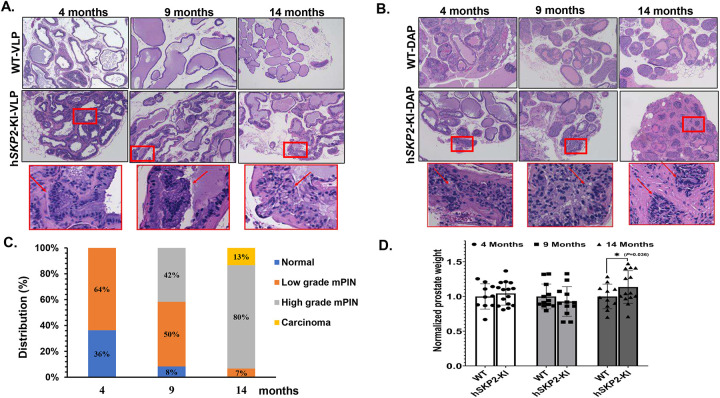
Histopathological evaluation of the prostate of h*SKP2*-KI and WT mice. **A. & B.** Representative images of H&E-stained sections from ventral, dorsal, and anterior prostate glands of WT and h*KP2*-KI mice are shown. Overexpression of human SKP2 in the prostate of mice results in hyperplasia at 4 months of age. Increased layers of epithelial cells were observed (arrow) in prostate lobes of hSKP2-KI mice, whereas the prostate epithelium of WT mice is in flat layer and maintains normal columnar and cuboidal shape. Mouse prostatic intraepithelial neoplasia lesions were observed in h*SKP2*-KI mice at age of 4, 9 and 14 months, featured by nuclear stratification, enlargement and hyperchromasia. Low-grade carcinoma was detected in the prostate of hSKP2 mice at 14 months of age. Atypical epithelial cells proliferate and partially fill the duct. Enlarged nuclei and prominent macronucleoli present in the nests of cells indicate low grade carcinoma. Scale bar: 100 μm. **C.** The distribution of prostatic lesions in h*SKP2*-KI mice at age of 4 (n = 11), 9 (n = 12) and 14 (n = 15) months. **D.** Prostate weights of h*SKP2*-KI and WT mice were measured at 4 (n = 15 and 10), 9 (n = 12 and 12), and 14 (n = 14 and 11) months of age, respectively. A significant increase in the mean prostate weights was observed in h*SKP2*-KI mice at 14 months of age compared to that of WT mice (*P < 0.05).

**Figure 3.**
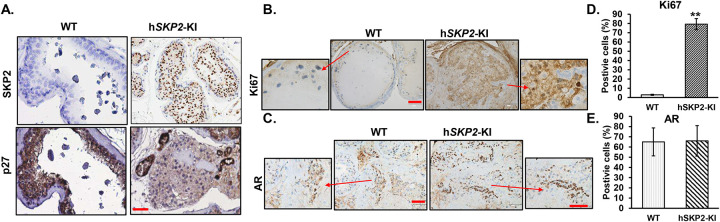
Examination of hSKP2, p27^Kip1^, and AR expression by immunohistochemistry analysis of WT and h*SKP2*-KI mouse prostates. **A., B., and C.** Immunohistochemistry staining reveals robust expression of human SKP2 protein in the prostate of h*SKP2*-KI mice accompanied by a reduction in p27^Kip1^ expression. Representative images of hSKP2. P27^Kip1^, Ki67 and AR staining on the prostate of WT and h*SKP2*-KI mice. Scale bar: 20 μm for hSKP2 and p27Kip1 and 50 μm for Ki67 and AR staining images. **D. & E.** Ki67 and AR positively stained cells were counted in 12 arbitrary fields under microscope. The mean percentage of Ki67 positive cells was significantly elevated in h*SKP2*-KI mouse prostates compared to WT mouse prostates. The mean percentages of AR positive cells are not significantly different between WT and h*SKP2*-KI mice prostates. **P<0.01. Mice used for the immunohistochemistry study were 12–14 months old and n=4.

**Figure 4.**
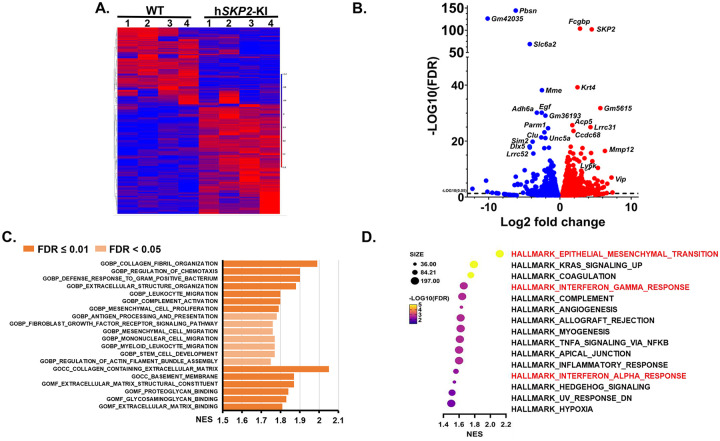
DEGs and significantly altered pathways in the prostate of h*SKP2*-KI mice were unveiled by bulk RNA sequencing analysis. **A.** Hierarchical clustering heatmap of differential gene expressions between WT and h*SKP2*-KI mouse ventral prostates (n=4). **B.** Volcano plot was used to visualize the distribution of significantly upregulated and downregulated genes in h*SKP2*-KI versus WT mouse prostates with an FDR <0.05. **C.** Significantly upregulated components and pathways in h*SKP2*-KI mouse prostates compared to WT mouse prostates by GSEA enrichment of Gene Ontology (GO). **D.** GSEA of hallmark pathways identified marked elevations in pathways associated with EMT and interferon responses in h*SKP2*-KI mouse prostates.

**Figure 5.**
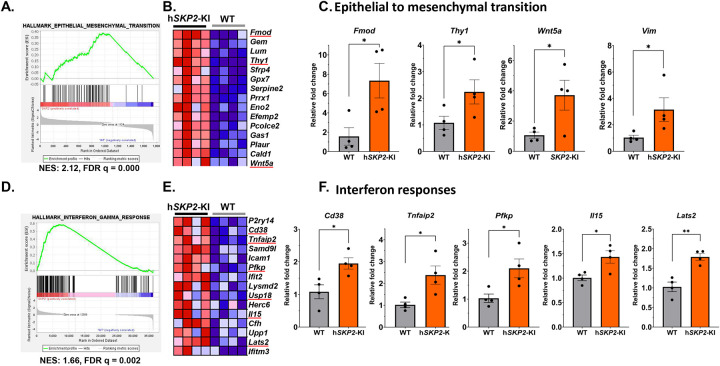
The alterations of EMT and interferon response pathways were highly enriched in h*SKP2*-KI compared to WT mouse prostates. **A.** EMT GSEA enrichment plot. **B.** The heatmap of top enriched genes in the EMT pathway. **C**. Quantitative PCR was performed to verify the expression of EMT-associated genes in mouse prostates, including *Fmod, Thy1, Wnt5a, and Vim*. **D.** GSEA enrichment plot interferon gamma response. **E.** The heatmap of top enriched genes in the interferon gamma response pathway. **F.** Quantitative PCR was used to validate the expression of interferon-responsive genes in mouse prostates, including *Cd38, Tnfaip2, pfkp, Il15*, and *Lats2*. N=4, *P<0.05, **P<0.01.

**Figure 6.**
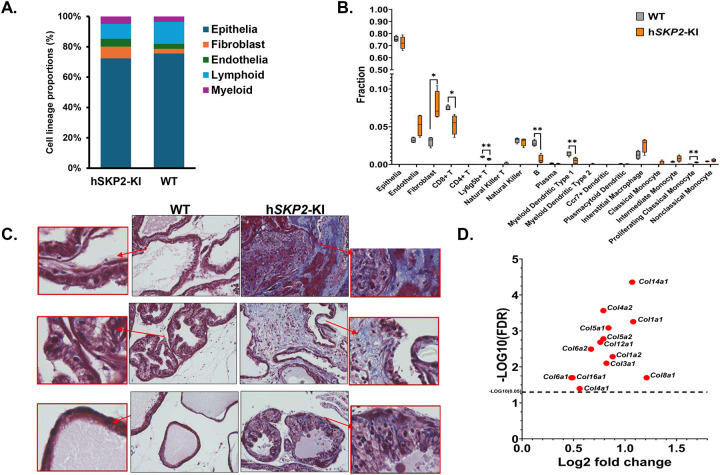
Single cell deconvolution of bulk RNA sequencing data and examination of extracellular matrix by Masson’s trichrome staining analysis in WT and h*SKP2*-KI mouse prostates. **A. & B.** Cell lineage proportions and fractions of different cell types were derived by deconvoluting bulk RNA sequencing data that were generated from WT and h*SKP2*-KI mice prostates. **C.** Masson’s trichrome staining highlights significantly increased collagen deposition in the prostate lobes of h*SKP2*-KI mice compared to those of WT mice, as indicated by stronger blue staining. Scale bar: 50 μm**. D.** Expression of many collagen-related genes is significantly upregulated in the prostates of h*SKP2*-KI mice compared to those of WT mice.

**Figure 7.**
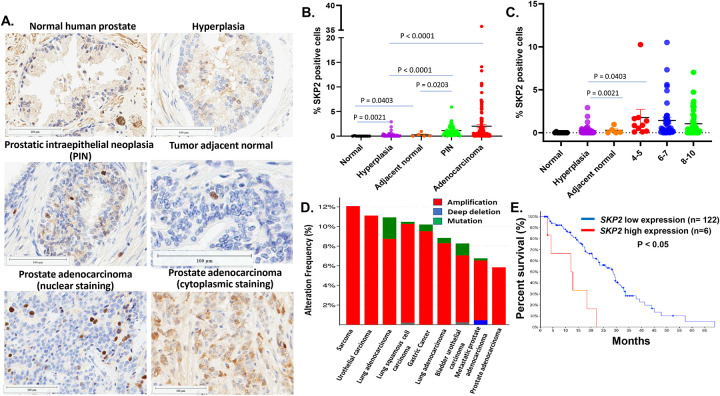
The expression status of SKP2 in different human prostate pathology; SKP2 is amplified in multiple cancer and its overexpression predicts overall survival of prostate cancer patients. **A.** IHC analysis of SKP2 expressions in human prostate tissue microarrays including normal prostate tissues, prostatic hyperplasia, PIN, prostate adenocarcinoma, and prostate tumor adjacent tissues with mainly nuclear but some cytoplasmic staining. **B & C.** SKP2 IHC staining in human prostate TMAs was quantified using HALO software. Percentage (%) SKP2 positive cells were graphed either by diagnosis or by Gleason score for adenocarcinoma cases. Each dot represents one tissue core. **D.** Human *SKP2* gene is frequently amplified in multiple cancers in cBioportal datasets**. E.** Higher SKP2 mRNA expression levels in prostate tumor tissues are significantly associated with poorer survival of prostate cancer patients with metastatic disease (Log-rank test, P < 0.05, data were from SU2C/PCF Dream Team, PNAS 2019).

**Figure 8.**
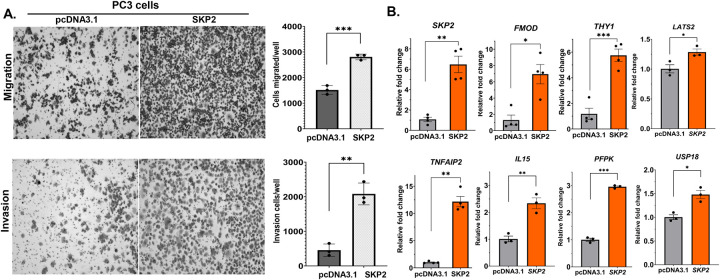
SKP2 overexpression promotes cell migration and invasion and regulates EMT and interferon signaling. **A.** Prostate cancer PC3 cells overexpressing SKP2 exhibit significantly enhanced migratory and invasive capabilities compared to PC3 cells expressing vector control. Scale bar: 50 μm**. B.** The overexpression of SKP2 in PC3 cells led to the up regulation of genes involved in EMT and interferon responses related genes. N=4, statistical significance is indicated as *P<0.05 or **P<0.01.

**Figure 9.**
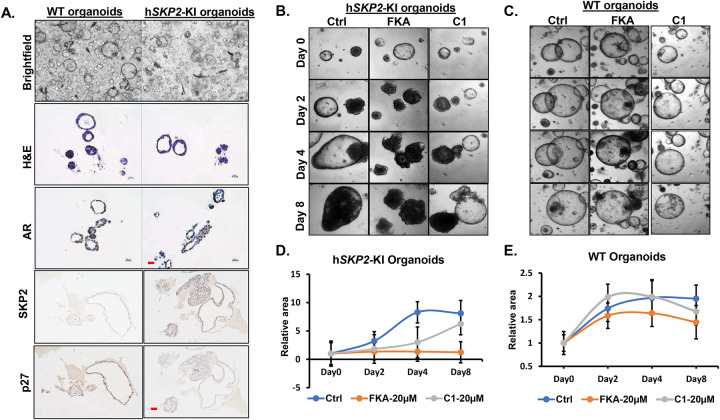
Characterization and validation of mouse prostate organoids derived from WT and h*SKP2*-KI mouse prostates as a tool to test SKP2 targeting agents. **A.** Mouse prostate lobes were dissected, digested into single cells, and seeded in Matrigel. Organoids formation was visualized by a brightfield microscope after seeding for 5 to 7 days. Prostatic organoids derived from WT and h*SKP2*-KI mice recapitulate prostate acinar architecture and express AR, as shown by H&E and immunohistochemistry staining, respectively. Scale bar: 20 μm. Human *SKP2*-KI organoids exhibit stronger SKP2 staining but weak p27Kip2 expression compared to WT organoids. Scale bar: 50 μm**. B. & C.** Representative images of WT and h*SKP2*-KI mouse prostate organoids that were treated with FKA and C1 at 20μM for 8 days. **D. & E.** These organoids were imaged and recorded every two days, and the size of these organoids were calculated by image J software. Scale bar: 100 μm.

How the deposited data were processed for this re-analysis (not part of the article)

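Ventral prostates of 4 hSKP2-KI and 4 WT mice at 12 months of age were sequenced by the authors, one library per mouse. The paper's text says that paired-end reads were trimmed, quality checked and mapped to the mouse genome in CLC software, and it does not name the version, genome build, annotation or counting options. The authors deposited one table of TPM, in which the reads on each gene are divided by transcript length and scaled to the same total, for 8 samples. Each sample was found to sum to 1000000. The table holds 0 columns from other samples. TPM carries no read counts, so the depth behind each value is unknown, and neither intervals from counts nor count-based models were used. The mitochondrial genes CYTB, COX1, ND1, ND4 and ATP6 were listed at 0 in all 8 samples, so a value of 0 in the table does not by itself show that a transcript was absent.

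Samples were grouped by genotype from their labels. Genes with a TPM of at least 1 in at least 4 of the 8 samples were tested (13080 genes). log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend in the empirical Bayes step, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene sets were tested with camera (preset correlation 0.01), with fry and with camera using an estimated correlation. The Reactome sets were those of the mouse collection in fgsea 1.28.0, matched by Entrez identifier and limited to sets of 15 to 500 tested genes. For a list of marker genes, the mean log2(TPM + 1) of the listed genes was taken in each sample and compared with a two-sided exact permutation test over the 70 assignments of 4 of 8 samples, whose smallest p is 0.0286. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

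The procedure was tested on simulated data of the same size. With 200 genes changed 2-fold, 86.5% of the changed genes were called and 4.95% of the calls were unchanged genes. With no gene changed, 1 gene was called.

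The genes named were set by a rule written before the data were examined: every gene that the paper names in its text or labels in Figs. 4B, 5B, 5E and 6D for the RNA-seq experiment, the genes of the knock-in and the SKP2 pathway, the marker genes, and the 10 genes with the largest rise and the 10 with the largest fall in log2 fold change among genes with an adjusted p under 0.05 and no overlap between genotypes. Sbp, Spink1 and Sbpl, the 3 most abundant genes, and Prkx, Eno1, Eif3j1 and Eif3j2 were named outside the rule, after their values were seen. Some genes within the rule are not reported here.

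The 28 marker lists were fibroblast, smooth muscle, endothelial, epithelial, basal epithelial, T cell, CD8 T cell, CD4 T cell, B cell, plasma cell, myeloid dendritic type 1, classical monocyte, macrophage, natural killer, pan-leukocyte, proliferation, MHC class II, type I interferon stimulated, interferon gamma induced, proximal luminal, urothelial, seminal vesicle, skeletal muscle, adipocyte, erythrocyte, Schwann cell, neuroendocrine and androgen receptor target genes. No gene was in more than one marker list, and 4 fibroblast, 2 proximal luminal, 1 proliferation and 1 androgen receptor target gene were also in a list of the paper. Mx1 and Mx2, which were in the type I interferon list, and human SKP2 are not genes of the table.

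The alternatives tried were a pseudocount of 0.1, no filter on low values, a filter on a mean TPM of at least 5, median-ratio scaling, quantile normalization, TPM rescaled without the 20 most abundant genes, a replicate block, sample quality weights, a robust empirical Bayes step, and leaving out each of the 8 samples in turn. The genes that passed the filter on the TPM as deposited were kept under every scaling and with each sample left out. Neither the labels nor the paper says that the replicate numbers pair the mice. The correlation of hSKP2-KI and WT samples of the same number, after subtracting the mean of each genotype, was 0.22, -0.11, 0.17 and -0.01. It was taken across genes, which are not independent replicates. The values show no common pairing and cannot exclude one. Within a genotype, the correlation of log2(TPM + 1) between samples lay between 0.981 and 0.99, also across genes. The labels and the paper give no sequencing batch. Gene Ontology and hallmark sets and the CIBERSORTx signature were not used here.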

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

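The adjusted p-values of the genes with the largest changes come from a rule, a fit and a scaling set in advance. The other tests in this part were chosen after the values were seen. A sample was singled out when its gap to the nearest sample of its genotype as a share of the range of the 4 samples was above Dixon's critical value at 95%. Of 242 groups of 4 samples examined, 21 had such a sample, where chance gives about 12.1, so more than a few of the single cases below are what chance alone would give.

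Skeletal muscle markers were far higher in hSKP2-KI replicate 4 than in the other hSKP2-KI samples (gap 0.841 of the range), at a mean log2(TPM + 1) of 5.04 against 2.56 to 2.96. In that sample 6 of the 7 listed genes were the highest among hSKP2-KI samples, with Ckm at 47.1 TPM and Tnnt3 at 26.5 TPM. In WT replicate 2 also 6 of the 7 genes were the highest among WT samples, with Ckm at 34.0 and Tnnt3 at 12.0 TPM. The ventral prostate of the other mice had some of these transcripts as well, at a mean log2(TPM + 1) of 2.20 to 2.67 in the other WT samples. All 7 genes had a mean TPM of at least 1 in WT prostates, but that mean includes WT replicate 2. Of the 7 genes, 5 passed the filter on low values. A candidate explanation is a small amount of skeletal muscle in the dissected tissue of these mice, one of each genotype. No biological explanation was tested, as nothing in the design separates them from the other mice of their genotype.

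B cell and CD4 T cell markers were higher in WT replicate 3 than in the other WT samples (gaps 0.867 and 0.872 of the range). The B cell level was 1.88 against 0.30 to 0.51, and above all hSKP2-KI samples. Adipocyte markers were lower in the same mouse, at 3.25 against 5.18 to 5.55 (gap 0.84). No technical explanation was tested, and a difference between individual mice, or in the tissue taken with the lobe, stays open.

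Other lists with one distant sample were natural killer markers in WT replicate 1 (gap 0.925, 0.40 against 0.57 to 0.59), MHC class II genes in hSKP2-KI replicate 2 (gap 0.889, 6.10 against 5.62 to 5.67), seminal vesicle markers in hSKP2-KI replicate 2 (gap 0.896) and neuroendocrine markers in WT replicate 4 (gap 0.855). The seminal vesicle and neuroendocrine levels were near the lower end of the range in every WT sample, at or under 0.44 in mean log2(TPM + 1). Explanations for these were not tested.

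Single genes with a distant sample on the log2(TPM + 1) scale were Ccnd1 in hSKP2-KI replicate 2 (gap 0.881), Bmpr1b in hSKP2-KI replicate 3 (0.890), Bcl2 in hSKP2-KI replicate 4 (0.942), Gm36193 in WT replicate 4 (0.861), Col12a1 in WT replicate 1 (0.974) and Gas1 in hSKP2-KI replicate 2 (0.842) and WT replicate 1 (0.902). Pbsn was higher in hSKP2-KI replicate 4 (gap 0.920), at 174 TPM against 93.0 to 97.8. Vip stood at 11.9 TPM in hSKP2-KI replicate 1 and at 0.105 to 0.438 in the other hSKP2-KI samples (gap 0.893). In WT samples Vip was listed at 0 except for 0.111 TPM in WT replicate 3 (gap 1). Gm29779 was listed at 0 in hSKP2-KI samples except for 0.041 TPM in replicate 3 (gap 1). 9530053A07Rik was at 105 TPM in hSKP2-KI replicate 1 against 3.62 to 5.41 in the others (gap 0.895). No explanation was tested for these.

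Of the 20 genes with the largest changes by the rule set in advance, 8 are not named by the paper. Eno1b, Pnliprp1, 9530053A07Rik, Muc19 and Ptgdr were higher, with log2 fold changes of 4.93, 2.87, 2.52, 2.52 and 2.41. Gm29779, 1810062G17Rik and Defb28 were lower, with log2 fold changes of -4.55, -2.58 and -2.22. Pnliprp1 (adjusted p = 0.0158) lost its call after median-ratio scaling (adjusted p = 0.0508), as did 9530053A07Rik (0.0402 and 0.119). The others kept it. Without hSKP2-KI replicate 1, the log2 fold change of 9530053A07Rik was 1.45. The general rise in TPM, 0.23 at the median, is small beside these changes, so it does not account for them. The genotype and any other difference between the groups of mice stay open.

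Eno1b had a distant sample, WT replicate 2, at 33.0 TPM where the other WT samples were at 0 to 0.0491 (gap 0.986). Its share of the TPM of Eno1 and Eno1b together was 36.6% to 37.2% in the 4 hSKP2-KI samples, 17.5% in WT replicate 2 and at most 0.0233% in the other WT samples. The log2 difference of the summed TPM was 0.068 (two-sided exact permutation test, p = 0.629), which speaks for reads moving between the 2 paralogs and against a rise in enolase transcripts. The share in WT replicate 2 was 0.474 of the mean hSKP2-KI share. A strain variant that lets reads match Eno1b, carried on one allele in that mouse and on both in the hSKP2-KI mice, may explain this. Eif3j2, a gene chosen after its values were seen, had a similar pattern that crosses the genotypes: its share of Eif3j1 and Eif3j2 together was 100% or 99.95% in all hSKP2-KI samples and in WT replicates 1 and 2, 48.9% in WT replicate 3 and 0.0995% in WT replicate 4. The share in WT replicate 3 was 0.489 of the mean hSKP2-KI share. Each of these ratios rests on 1 mouse. The labels name FVB/N for both genotypes, so a strain variant goes against the labels as they stand. Neither the labels nor the paper gives the strain of the founders. If the mice differ in genetic background, some differences between genotypes might belong to the background in place of SKP2, and this could not be tested from TPM.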

How the results depend on the processing

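The alternatives were set before the data were examined, except for the level relative to Ptprc, the lists without genes of the paper's lists and the log2 ratio of mean TPM, which were added after. Where no cause is given, the cause was not tested.

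The number of genes with an adjusted p under 0.05, 4433 with TPM as deposited, fell to 1461 after median-ratio scaling, 1325 after quantile normalization and 1321 without the 20 most abundant genes. Of the genes called after median-ratio scaling, 1063 were also called from TPM as deposited. The other alternatives gave 3416 to 5128 genes, the latter with the replicate block, and leaving out 1 sample gave 2993 (without WT replicate 1) to 4677. The number changed more than 2-fold, 322, was 652 with a pseudocount of 0.1, 212 with the stricter filter, where 9569 genes were tested, 168 after median-ratio scaling, 149 after quantile normalization and 206 without the 20 most abundant genes. It ran from 242 to 398 with 1 sample left out. Of the 13 collagen genes called, 7 were called without a filter, where 23826 genes were tested, 1 after median-ratio scaling, 0 after quantile normalization (13 with an unadjusted p under 0.05) and 1 without the 20 most abundant genes. From 6 (without WT replicate 1) to 13 were called with 1 sample left out.

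The number of Reactome sets was the least stable result. From 24 it went to 412 without a filter, 49 after median-ratio scaling, 66 after quantile normalization, 43 without the 20 most abundant genes, 66 with the replicate block, 637 under fry and 0 with an estimated correlation (2 with an unadjusted p under 0.05). It ran from 18 (without WT replicate 2) to 52 (without hSKP2-KI replicate 4) with 1 sample left out. The mean log2 fold change of the EMT genes, 1.23, and of the interferon gamma genes, 0.76, does not depend on the set test, but with an estimated correlation the p-values were 0.058 and 0.0824. Under the other alternatives both lists stayed higher with p under 0.05, from 1.12 to 1.32 and from 0.69 to 0.81 with 1 sample left out.

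No marker list had an adjusted p under 0.05 under the TPM as deposited, and this design reaches it only when many lists do at once, so the alternatives show directions. With the replicate block, a paired exact test of 4 pairs cannot go below 0.125, so only its value, equal to that without the block, was taken. Differences near 0 changed sign. After median-ratio scaling the difference was -0.018 for epithelial, -0.054 for natural killer, -0.077 for proliferation markers and -0.21 for androgen receptor targets. After quantile normalization it was -0.0078 for CD4 T cell, -0.11 for natural killer, -0.16 for proliferation markers and -0.21 for androgen receptor targets. Without the 20 most abundant genes it was -0.077 for natural killer, -0.091 for proliferation markers and -0.37 for androgen receptor targets. That last value rests on 5 of the 6 listed genes, as the other was among the genes left out. With a pseudocount of 0.1 natural killer markers differed by -0.010. With the median over the listed genes, adipocyte markers differed by 0.076 and androgen receptor targets by -0.18. Relative to Ptprc the difference was -0.35 for T cell, -0.62 for CD4 T cell, -0.36 for B cell, -0.45 for plasma cell, -0.47 for myeloid dendritic type 1, -0.0088 for classical monocyte and -0.66 for natural killer markers. The added 1 holds down genes with low TPM more than Ptprc, so these negative values do not by themselves show lower shares. Igha, Ighm and Igkc, listed at 0 in all samples, also hold the plasma cell value down. With 1 sample left out, the difference ran from -0.21 to 0.061 (without WT replicate 1) for CD8 T cell, -0.029 (without hSKP2-KI replicate 2) to 0.056 for natural killer, -0.020 (without hSKP2-KI replicate 2) to 0.069 for proliferation, -0.26 (without hSKP2-KI replicate 4) to 0.78 (without WT replicate 2) for skeletal muscle, -0.64 (without WT replicate 3) to 0.23 for adipocyte markers and -0.016 (without hSKP2-KI replicate 4) to 0.14 for androgen receptor targets.

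The mean of the 341 genes in the Reactome set Cell Cycle, Mitotic lay at -4.85e-05 from the median of all genes, and its sign changed under several alternatives: 0.00894 with a pseudocount of 0.1, 0.083 without a filter, 0.022 with the stricter filter, 0.00484 after median-ratio scaling, 0.00685 without the 20 most abundant genes, 0.00351 with sample weights, and from -0.014 to 0.013 with 1 sample left out. Cdkn1b changed sign after median-ratio scaling (-0.017), and Cks1b did after median-ratio scaling (-0.048), quantile normalization (-0.023) and without the 20 most abundant genes (-0.028). With 1 sample left out, Cul4a ran from -0.093 to 0.034 and Mki67 from -0.13 to 0.057.

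Of 96 other single genes followed, median-ratio scaling left 69 with the same call and direction, 20 were no longer past the threshold and 5 were newly past it. Quantile normalization gave 68, 24 and 3, and no filter gave 83, 11 and 2. With the log2 ratio of mean TPM, 8 of the 35 genes whose values were read from figures moved by more than the SD among mice and none changed sign. The paper states one number of paired-end reads for the sequencing, and the depth of each library is unknown. No result could therefore be tested against depth.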

Differences from the paper's values

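The paper states 1,753 differentially expressed genes, and 4433 were found here with TPM as deposited. Of the alternatives set before the data were examined, median-ratio scaling (1461), quantile normalization (1325) and leaving out the 20 most abundant genes (1321) came within 1.5 times the paper's number, and the others did not. The paper states 678 genes with more than a 2-fold change, and 322 were found here. A pseudocount of 0.1 gave 652 and was the only alternative that came within 1.5 times. The paper states 498 such genes as up-regulated, and 292 were found here. A pseudocount of 0.1 (610) and leaving out WT replicate 2 (365), WT replicate 4 (332), hSKP2-KI replicate 1 (369) or hSKP2-KI replicate 3 (344) came within 1.5 times. The paper states 180 as downregulated, and 30 were found here. None of the alternatives set before the data were examined closed this gap, the highest being 50 after quantile normalization.

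The following log2 fold changes differed from the paper's volcano plot by more than the SD among mice. All of the paper's values here are read by eye from Fig. 4B. For Gm5615 the value was 3.54 and the paper's about 5.6, and for Lrrc31 it was 2.73 and the paper's about 4.2. For both, a pseudocount of 0.1 (5.61 and 4.25) was the only alternative set before the data were examined that closed the gap. For Slc6a2 the value was -3.31 and the paper's about -4.2, with the gap closed by a pseudocount of 0.1 (-3.78) and by leaving out the 20 most abundant genes (-3.76). For Lrrc52 the value was -2.56 and the paper's about -3.7, with the gap closed by a pseudocount of 0.1 (-2.91), by leaving out the 20 most abundant genes (-2.95) and without WT replicate 4 (-2.93).

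For Mme the value was -2.08 and the paper's about -2.5, for Adh6a -2.38 and about -3.2, for Egf -1.98 and about -2.6, for Gm36193 -1.45 and about -2, for Acp5 1.94 and about 1.7, and for Ccdc68 2.10 and about 1.9, the paper's value coming last in each pair. All 3 scaling alternatives closed each of these 6 gaps, with median-ratio values of -2.35, -2.63, -2.24, -1.72, 1.69 and 1.84. The gaps of Mme, Adh6a and Ccdc68 were also closed by leaving out some of the samples: WT replicate 3 (-2.25) or hSKP2-KI replicate 3 (-2.17) for Mme, WT replicate 4 (-2.62) or hSKP2-KI replicate 4 (-2.62) for Adh6a, and WT replicate 4 (2.06) or hSKP2-KI replicate 3 (2.04) for Ccdc68. The other alternatives set before the data were examined did not close these gaps.

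For Mmp12 the value was 2.09 and the paper's about 6.3, for Vip 1.11 and about 7.2, for Sim2 -1.33 and about -3.8, for Parm1 -1.05 and about -1.7, and for Dlx5 -2.47 and about -4.2. None of the alternatives set before the data were examined closed these gaps. The log2 ratio of mean TPM with no pseudocount, an alternative chosen after seeing the values, closed the gaps of Mmp12 (5.72), Vip (6.83), Gm5615 (6.10), Slc6a2 (-3.88) and Lrrc52 (-2.99). It brought Dlx5 nearer (-3.67) and left Sim2 (-1.60) and Parm1 (-1.07) far from the paper's values. Under it 11 of the 22 values read from Fig. 4B differed, among them Skp2, at 4.78 against the paper's about 4.4 in Fig. 4B, read by eye. For Mmp12 and Vip 1 hSKP2-KI sample has most of the TPM, with 52.4 TPM of Mmp12 in replicate 2 and 11.9 TPM of Vip in replicate 1.

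The paper places Insig1, Slc7a1 and Cul4a among the DEGs. With TPM as deposited none of these passed the threshold, with log2 fold changes of -0.29, -0.27 and -0.03. All 3 passed after median-ratio scaling. Slc7a1 also did after quantile normalization, without the 20 most abundant genes, with the replicate block and without WT replicate 1. The paper also places Mmp12 there. It did not pass the filter here, and without a filter its adjusted p was 0.183.

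The paper states that the proportions of CD8 T cells, B cells and myeloid dendritic type I cells were lower in hSKP2-KI prostates. The mean log2(TPM + 1) of marker genes, which is another measure than a deconvoluted proportion, differed by -0.09, 0.31 and 0.21. Relative to Ptprc, a choice made after seeing the values, the differences were -0.77, -0.36 and -0.47. These lists lie lower than Ptprc and are held down more by the added 1, so the values do not show lower shares. The paper states that lymphoid cells were reduced, and T cell markers differed by 0.32 here. The paper reports an enrichment of interferon gamma and of leukocyte migration sets. Reactome's Interferon gamma signaling did not pass here (adjusted p = 0.267), but did without a filter (0.00578), without WT replicate 3 (0.0383) and under fry (0.00516). Chemokine receptors bind chemokines passed only under fry (0.00961). The paper reports more Ki67 stained cells in hSKP2-KI prostates. Mki67 RNA, another measure than stained cells, was 0.646 TPM in hSKP2-KI and 0.683 TPM in WT prostates. It lay below the filter on low values, so it does not decide on the stained cells.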

Other observations

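The tests of splits were set before the splits were run. The exact tests of single whole marker lists, and the adjusted p-values of Cdkn1b, Cdkn1a and Cks1b, were also set in advance. All other tests in this part were chosen after the result was seen. Each of the 35 splits of the 8 samples into 4 and 4 was fitted in the same way. Only 1 of the 35, the split by genotype, gave as many genes with an adjusted p under 0.05 (4433, against at most 4 in any other split), and 1 of 35 gave as many changed more than 2-fold. The same held for the number of genes after median-ratio scaling (1 of 35, 1461 against at most 3). For the genes of Figs. 5B, 5E and 6D, which the study shows for a difference by genotype in these same samples, the split by genotype is bound to be among the largest. It was so for the mean of the EMT genes (1 of 35, 1.23 against at most 0.81), the mean of the interferon gamma genes (1 of 35, 0.76 against at most 0.52) and the number of collagen genes (1 of 35), and these counts decide nothing about chance. The number of Reactome sets was reached by 25 of the 35 splits, with up to 180 sets in one of them, so that number says little about genotype.

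Most DEGs were higher in hSKP2-KI prostates. When the 20 most abundant genes were left out and TPM rescaled, the median log2 fold change of the tested genes went from 0.23 to 0.013, and 67.1% of the DEGs were higher in place of 96.4%. Rescaling the remaining genes to a fixed total centres them whatever the cause, so a fall in a few abundant genes cannot be told apart from a general rise of the other genes, and TPM does not show whether the total RNA per cell differed. Spink1 and Sbp are themselves products of the ventral prostate, so their lower share, 6.45% against 10.9% and 20.4% against 24.4% of TPM, is a difference between genotypes.

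Fibroblast markers were higher in hSKP2-KI prostates. The same fall in abundant genes would raise fibroblast and epithelial markers alike, and the difference between them rose by 0.81 (two-sided exact permutation test, p = 0.0286, the smallest possible). A lower share of luminal cells would raise the markers of every other cell type alike, and fibroblast markers rose more than basal epithelial markers by 0.63 (exact permutation test, p = 0.0286). Both explanations are argued against as the whole cause. More fibroblasts, more transcripts per fibroblast, and differences in dissection stay open. Basal epithelial markers differed by 0.43 (exact permutation test, p = 0.0571).

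Proximal luminal markers, genes of luminal cells near the urethra, had the largest difference of the 28 lists, 1.57 (exact permutation test, p = 0.0286; 1.31 after median-ratio scaling, adjusted p = 0.114 over the lists with TPM as deposited), with 4 of 4 hSKP2-KI samples above all WT samples. It was 1.32 without the 2 genes that are also in a list of the paper, a check chosen after seeing the data. Urothelial markers differed by 1.12, and by 0.79 without hSKP2-KI replicate 4. The fall in abundant genes is argued against, as proximal luminal markers rose more than epithelial markers by 1.32 (exact permutation test, p = 0.0286). Urothelium in the dissected lobe would bring its uroplakins together. In hSKP2-KI replicates 1 to 3 Upk3a was at most 0.161 TPM while Upk1b was at least 20.9 TPM, which argues against it for these mice. In hSKP2-KI replicate 4 Upk3a was 12.5 TPM and Upk1b 43.2 TPM, so for that mouse urothelium cannot be told apart from a change in luminal cells, as 1 sample decides nothing. All 7 proximal luminal genes and 3 of the 4 urothelial genes had a mean TPM of at least 1 in WT prostates. More proximal tissue taken with the lobe, and a change in the luminal cells with genotype, stay open and may not be separable in whole tissue.

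Prkx, the tested gene next to Pbsn, was higher in hSKP2-KI prostates, at 61.2, 65.2, 17.2 and 52.3 TPM in replicates 1 to 4 against 11.4 to 14.2 TPM in WT prostates, a log2 fold change of 1.68 (adjusted p = 0.00558). Only 0.589% of tested genes lay as far from the median log2 fold change. The neighbours of several changed genes had been looked through before Prkx was singled out, so chance stays open beside an effect of the knock-in on its neighbour. Of the 20 tested genes nearest Pbsn, 1 was over 2-fold from the median, which is Prkx, so a wider segment of changed genes was not seen, but 20 genes are too few to exclude one.

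Of 184 genes over 2-fold from the median, 18 neighbouring pairs lay side by side in the order of the table, where permuted positions gave 2.59 on average (permutation test, p = 0.0001, the smallest that 10000 permutations can give). In 15 of the pairs both genes moved the same way. Several pairs belong to a gene family, such as Ly6d and Ly6k. Shared regulation of a family, reads shared between relatives and a linked stretch of another strain may each give such pairs, and they were not separated. The labels name FVB/N alone for both genotypes.

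The other lists gave these differences in mean log2(TPM + 1). Erythrocyte markers differed by 1.00 (exact permutation test, p = 0.0857), Schwann cell markers by 0.41 (p = 0.143, exact), MHC class II genes by 0.38 (p = 0.2, exact), skeletal muscle markers by 0.32 (p = 0.6, exact), neuroendocrine markers by 0.35 (p = 0.0286, exact), androgen receptor targets by 0.06 (p = 0.657, exact), seminal vesicle markers by -0.02 (p = 0.457, exact) and adipocyte markers by -0.11 (p = 0.857, exact).

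Transcripts of cell cycle inhibitors and of the SKP2 cofactor were also in the table. Cdkn1b, the gene of p27, had a log2 fold change of 0.25 (adjusted p = 0.0817), Cdkn1a 0.67 (adjusted p = 0.137) and Cks1b 0.21 (adjusted p = 0.196).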
